# Global transcriptional analysis suggests *Lasiodiplodia theobromae* pathogenicity factors involved in modulation of grapevine defensive response

**DOI:** 10.1186/s12864-016-2952-3

**Published:** 2016-08-11

**Authors:** Marcos Paolinelli-Alfonso, José Manuel Villalobos-Escobedo, Philippe Rolshausen, Alfredo Herrera-Estrella, Clara Galindo-Sánchez, José Fabricio López-Hernández, Rufina Hernandez-Martinez

**Keywords:** Fungal gene expression, Botryosphaeria dieback, *Vitis vinifera*, RT-qPCR, Graevine vascular diseases, RNA-seq, Transcriptome, Melanin

## Abstract

**Background:**

*Lasiodiplodia theobromae* is a fungus of the Botryosphaeriaceae that causes grapevine vascular disease, especially in regions with hot climates. Fungi in this group often remain latent within their host and become virulent under abiotic stress. Transcriptional regulation analysis of *L. theobromae* exposed to heat stress (HS) was first carried out in vitro in the presence of grapevine wood (GW) to identify potential pathogenicity genes that were later evaluated for *in planta* expression.

**Results:**

A total of 19,860 *de novo* assembled transcripts were obtained, forty-nine per cent of which showed homology to the Botryosphaeriaceae fungi, *Neofusicoccum parvum* or *Macrophomina phaseolina*. Three hundred ninety-nine have homology with genes involved in pathogenic processes and several belonged to expanded gene families in others fungal grapevine vascular pathogens. Gene expression analysis showed changes in fungal metabolism of phenolic compounds; where genes encoding for enzymes, with the ability to degrade salicylic acid (SA) and plant phenylpropanoid precursors, were up-regulated during in vitro HS response, in the presence of GW. These results suggest that the fungal L-tyrosine catabolism pathway could help the fungus to remove phenylpropanoid precursors thereby evading the host defense response. The *in planta* up-regulation of salicylate hydroxylase, intradiol ring cleavage dioxygenase and fumarylacetoacetase encoding genes, further supported this hypothesis. Those genes were even more up-regulated in HS-stressed plants, suggesting that fungus takes advantage of the increased phenylpropanoid precursors produced under stress. Pectate lyase was up-regulated while a putative amylase was down-regulated *in planta*, this could be associated with an intercellular growth strategy during the first stages of colonization.

**Conclusions:**

*L. theobromae* transcriptome was established and validated. Its usefulness was demonstrated through the identification of genes expressed during the infection process. Our results support the hypothesis that heat stress facilitates fungal colonization, because of the fungus ability to use the phenylpropanoid precursors and SA, both compounds known to control host defense.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2952-3) contains supplementary material, which is available to authorized users.

## Background

In recent years, global climate change has had a devastating impact on crop productivity. Drought and heat stress have resulted in an increased tree mortality worldwide [1–3]. This phenomenon could be attributed in part to endophytic fungi. Fungi inhabiting the vascular system of trees can become pathogenic under abiotic stress. In susceptible plant hosts, this results in the development of wood necrosis and cankers, because trees failed to effectively compartmentalize the pathogen. As the fungus colonizes its host, the plant vascular function becomes increasingly impaired. Prolonged abiotic stress conditions and biotic infections lead to tree decline and eventually death [4–6]. Two independent studies have analyzed, at the molecular level, the interaction of trees susceptible to fungal pathogens. Both studies highlighted the adaptation capability of the fungus to metabolize terpenoids and stilbene, the main defensive compounds produced by the host in response to infection, and use them as carbon sources for wood colonization [7, 8]. Both compounds are produced in response to biotic and abiotic stress in plants [9, 10], suggesting that the fungal colonization is favored when plants are under abiotic stress.

Grapes are the world’s most economically important fruit crop and have been cultivated in a broad range of environmental conditions [11]. Fungal vascular diseases (a.k.a. Eutypa dieback, Botryosphaeria dieback and Esca) are major factors limiting grape productivity and fruit marketability worldwide [12, 13]. Several taxonomically unrelated fungi are known to cause these diseases. *Lasiodiplodia theobromae* [teleomorph *Botryosphaeria rhodina* (Griff. & Maubl., Bull. Soc.Mycol. Fr. 25: 57. 1909)] is one of the causal agents of Botryosphaeria dieback. It is especially predominant in hot climates, and it has been classified as one of the most aggressive vascular pathogen of grapevine [12, 14–16]. Despite its socio-economic impact, there is still little knowledge on its biology and no genome sequence information is currently available. In comparison, *Eutypa lata* (Pers.:Fr.) Tul. & C. Tul. (syn. *E. armeniacae* Hansf. and Carter)*,* which causes similar wood symptoms, has been extensively studied and its genome has been sequenced [17–21]. *E. lata* has the capacity to colonize the host vascular system targeting non-structural carbohydrate (i.e. starch) and structural hemicellulosic cell wall glucans for its metabolism [20].

*L. theobromae* and related members of the family Botryosphaeriaceae have been recognized as latent pathogens in many hosts [22, 23]. This pathogen was identified as a causal agent of mortality in dogwood tree under drought stress [24]. Similarly, Álvarez-Loayza et al. [25] observed that the disease incidence caused by Botryosphaeriaceae, *Diplodia mutila* on tropical palm *Iriarte deltoidea,* had a clear correlation with light availability, higher plant exposure to sunlight results in faster disease progression. Authors suggest that fungal reactive oxygen species (ROS) detoxification and melanin production triggered the imbalance in the endophyte-host interaction.

Biochemical assays have been used traditionally to identify pathogenicity factors produced by grapevine vascular pathogens, including secondary metabolites and plant cell wall degrading enzymes (PCWDEs) [17, 18, 26]. The advent of high throughput (OMICs) technologies have allowed for a better understanding of the complex plant/pathogen interactions in grapevine diseases. For instance, the secretome analysis of *Diplodia seriata* identified three necrotic inducible proteins, suggesting that fungi induce a hypersensitive-like response in host grapevine cells [27]. Recently, the genomes of grapevine vascular pathogens *Neofusicoccum parvum*, *D. seriata* and *E. lata* were obtained [21, 28, 29]. Through a genomic comparative study, the expansion of dioxygenase (PF00775), pectate lyase (PF03211), major facilitator superfamily (PF07690), carboxylesterase (PF00135) and glucose-methanol-choline oxidoreductase (C-terminal: PF05199 and N-terminal:PF00732) gene families were identified on these pathogens suggesting a role in pathogenicity [29].

The hot and arid viticulture production areas, provide a unique place to study how commensal interaction between an endophytic fungus and grapevine, become pathogenic under extreme heat conditions. This research aim was to evaluate *L. theobromae* global transcriptional response in both in in vitro and *in planta* bioassays. In addition, this work was designed to better understand the impact of heat stress at the fungal transcriptional level, and how it affects pathogenicity and the expression of disease symptom in grapevines.

## Methods

### Fungal growth condition

*L. theobromae* UCD256Ma was isolated from grapevine showing symptoms of Botryosphaeria dieback located in Madera County in California, USA by Urbez-Torres et al. [14] and kindly shared by Dr. Douglas Gubler. The isolate was maintained at—20 °C in 20 % glycerol in the laboratory of phytopathology at CICESE. Infection and recovery in *Vitis vinifera* cv. Cabernet Sauvignon green shoots was used to reactive it. After recovery, a plug of mycelium of the fungus grown on Potato Dextrose Agar (PDA, Difco) was inoculated in Erlenmeyer flasks containing Vogel’s salts (VS) [30] or Vogel’s salts with chips of grapevine wood (GW). Wood samples were obtained from branches of one year old *V. vinifera* cv. Cabernet Sauvignon grown in greenhouse from cuttings, pieces were frozen in liquid nitrogen, ground with a blender (Waring), filtered through a 0.35 mm sieve (Precision Scientific) and autoclaved. After inoculation, flasks were incubated at 28 °C in darkness, without agitation for 48 h. Then, some flasks were exposed to HS by transferring them at 42 °C for 1 h and then returned to 28 °C, while controls were maintained at 28 °C. Ten minutes after HS, mycelia were collected using previously sterilized tweezers, washed with water treated with diethylpyrocarbonate (DEPC, Sigma) and transferred to 1.5 ml tubes with 500 μl of Nucleic Acid Preservation (NAP) buffer [31] and stored at −80 °C until RNA extraction.

### RNA extraction and sequencing

Total RNA extraction was done through modification of protocols based on Reid et al. [32] and Vasanthaiah et al. [33] as described by Paolinelli-Alfonso et al. [34]. RQ1 DNAse (Promega) treatment was done according to manufacturer’s instructions. DNA-free total RNA was sent to the National Laboratory of Genomics for Biodiversity service facilities (Irapuato, Mexico) for sequencing. RNA quality was verified on an Agilent 2100 Bioanalyzer using the RNA 6000 Nano kit according to the manufacturer’s instructions. Complementary DNA (cDNA) and the ligation of adapters were done with the TruSeq Paired-End Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer’s instruction. Libraries of cDNA were made from fungus grown in the conditions described in Fig. 1. These conditions were: grown in the absence of GW (F), in the absence of GW plus HS (FS), in the presence of GW (FW) and in the presence of GW plus HS (FWS). Three biological replicates for each condition were sequenced in 1 lane of an Illumina Hiseq2500, to obtain 100 bp pair-end reads. All sequence data are available from the Gene Expression Omnibus DataSets (GSE75978).

**Fig. 1:**
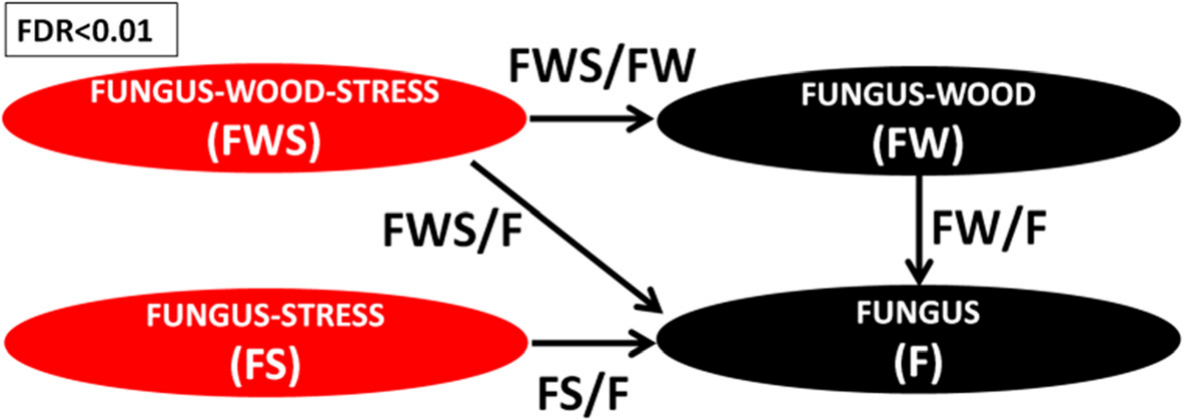
Contrasting conditions in RNAseq evaluated in general linear model statistics to identify differentially expressed genes. The conditions evaluated were from fungus grown in Vogel’s salts without heat stress (F) or under heat stress (FS), Vogel’s salts with 1 % of grapevine wood (GW), without heat stress (FW) or under heat stress (FWS). To evaluate the gene expression under the effect of heat stress (HS), the expression of FS was compared to F (FS/F). To test only the effect of HS when GW was present, FWS/FW ratio was measured, while to test both effects at the same time the ratio FWS/F was considered. Finally, fungal gene expression only as effect of GW, was measured evaluating FW/F ratio

### Bioinformatics analysis

The general pipeline used for transcriptome analysis is schematically represented in Additional file 1: Figure S1. All scripts employed here are available upon request.

#### *De novo* transcriptome assembly and functional annotation

All the reads obtained from the Illumina sequencing were filtered using Trimmomatic (Trimmomatic-0.32, [35]) and sequencing quality control program (FastQC [36]) to select only those showing a PHRED quality higher than Q30, absence of adapters and homopolymers, and those with a length higher than 90 bp. The filtered sequences were used for assembly using Trinity (trinityrnaseq_r20140717, [37]) with the default settings (kmer = 25). The assembly quality check was done with the Perl script (analyze_blastPlus_topHit_coverage.pl) included in the trinityrnaseq_r20140717 package [38]. The fasta file output produced by Trinity, containing all possible isoforms, was filtered to retain only the longest using an online available Python script (longest_isoform_filter_trinity_assem.py). The longest isoform sequences were used as queries in BlastX (version 2.2.29+, [39]) from the National Center for Biotechnology Information (NCBI) using the non-redundant (NR) protein database, retaining the highest scored hit with E value < 0.001. The file with BlastX hits was used to retrieve the functional annotations with Blast2GO software (version 3.0, GO-DB version 2014–09, [38]) using the gene ontology (GO) database updated on September 2014 and default parameters as recommended [40]. The InterProScan sequence analysis application [41] in the Blast2GO software was used to predict the secretion signal with SignalP 4.0 [42]. The presence of transmembrane domains was determined with TMHMM [43]. Domain information was retrieved through PfamA [44] and HAMAP [45]. Sequences with positive SignalP predictions [41] in the N-terminal region and without any transmembrane regions as predicted by TMHMM [43] were selected as candidate secreted proteins.

The fasta file of the longest isoform sequences was used to predict the open reading frames (ORFs) through the usage of TransDecoder (TransDecoder_r20140704; [46]). The predicted ORFs sequences were used in a local BlastP (version 2.2.28+, [38]) analysis in the Pathogen-Host Interaction (PHI) database (version 3.6, [47]).

#### Differential expression and functional enrichment analysis

The raw reads of both ends obtained for each output file were aligned to the longest isoform transcripts using Bowtie 2 (version 2.1.0, [48]) with default parameters. The resulting output in SAM format was converted to BAM format through Samtools (version 0.1.19-96b5f2294a; [49]). Using the sorted bam file, the number of alignments were counted for each transcript and sample using a homemade Perl script specially designed (count_filebam.pl and count_names.pl) to output a tab delimited table. The statistical analysis was done using edgeR package version 3.4.2 [50] of Bioconductor [51] in the R environment (version 3.0.2, [52]). Normalization was done using counts of reads per million (cpm) and filtered to retain transcripts that had at least 3 cpm in more than 2 samples. The statistical analysis was done using a General Linear Model (GLM) approach. The conditions compared are shown in Fig. 1. The false discovery rate (FDR) < 0.01 was set as the threshold to consider genes as differentially expressed.

Differentially expressed genes (DEGs) for any of the contrasting conditions evaluated were arranged in clusters based on their expression pattern through Pearson correlations in edgeR. The list of genes for each cluster was used as test and all the differentially expressed genes were used as references in an enrichment analysis (Fisher’s exact test, FDR < 0.05) using Blast2GO software (version 3.0, GO-DB version 2014–09, [39]). The GOplot package (version 1.0.1, [53]) in the R environment was used to generate the graph GOcluster and GOcircle in order to obtain a more detailed view of co-regulated genes in relationship with functional enrichment.

### Evaluation of *L. theobromae* growth in benzoate

To evaluate the capacity of *L. theobromae* to grow in benzoic acid (BZA) as the sole carbon source, the fungus was inoculated in agar plates containing Vogel’s Minimal Medium (VMM) [30] supplemented with 0, 15 or 30 mM of BZA. Photographs were taken after 8 days of incubation at 28 °C.

### In vitro and *in planta* fungal gene expression of selected targets

Twelve genes that were found to be differentially expressed in the RNAseq analysis were selected for validation and relative quantification of gene expression through reverse transcription-quantitative PCR (RT-qPCR), both in vitro and *in planta* (genes selected and primers are shown in Additional file 2: Table S1).

The effect of HS was simulated in growth chambers by exposing the *L. theobromae*-infected plants to a daily temperature cycles changing from higher minimal to a higher maximal. One year-old cuttings *V. vinifera* cv. Merlot, were grown in UC special mix soil in 5 L pots and kept at room temperature at the University of California Riverside lathhouse facilities. Using a sterile razor blade, green shoots from thirty plants were wounded on the second basal internode and inoculated with a 3 mm mycelia plug obtained from a three day-old culture of *L. theobromae*. A total of 6 plants were inoculated with a PDA plug and used as controls. All wounds were covered with paraffin wax film (Parafilm M) following inoculation. Five days later, fifteen plants inoculated with *L. theobromae* and three plants inoculated with PDA were exposed to HS using night-day cycles ranging from 20 °C to 42 °C at 50 % humidity on growth chamber (Environmental Growth Chamber EGC-TC2). The remaining plants were incubated in a growth chamber (Conviron PGR15) with night-day cycles ranging from 10 °C to 30 °C at 50 % humidity, and used as controls without HS. At 7, 11 and 15 days post inoculation (dpi) plants were collected, shoots were cut in transversal sections at least 5 mm up or down from the inoculation point, a section was used for stereo microscopy (Leica M125) observation and the remaining were collected in NAP solution and stored at −20 °C until RNA extraction. The RNA extraction was done using a cetyltrimethylammonium bromide (CTAB) -based protocol (details in Additional file 3). Total RNA was treated with RQI DNAse (Promega) and the cDNA obtained with the ImProm AM3800 (Promega) kit, according to the manufacturer’s instruction. The qPCR was done on a CFX96 thermocycler (Bio-Rad) using 3 μl of cDNA and 7 μl of mastermix containing 2.5 mM MgCl2, 1X Taq polymerase Accustart buffer (Quanta), 0.2 mM of dNTPs, 0.03 U/ul Taq polymerase Accustart (Quanta), 1X EVAgreen (Biotium) and 0.2 μM of each primer. Two biological with three technical replicates were used for in vitro and three biological with three technical replicates were used for *in planta* gene expression analyses.

The HTqPCR package (version 3.2, [54]) for R environment (version 3.0.2, [52]) was used for normalization against β-tubulin mRNA, relative expression quantification and limma statistical analysis. *In planta* fungal gene expression was calculated as fold change in HS-treated host or non HS-treated and infected plants compared to *L. theobromae* growing in in vitro conditions. cDNA from non-infected plants was used as negative controls when the specificity was verified through the analysis of melting curves for each gene.

## Results

### Transcriptome assembly and functional annotations

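RNA of L. theobromae was sequenced from mycelium grown for 48 h at 28 °C in Vogel's salts, without or with 1% grapevine wood, and 3 replicates each were labelled F (neither GW nor HS), FW (GW), FS (HS at 42 °C for 1 h, collected 10 min later) and FWS (GW and HS). The authors deposited raw alignment counts per transcript of their own assembly for each of the 12 samples, without normalization, with the alignments of both ends of a read pair counted. Total counts ranged from 6497077 to 10830418 per sample, with a median of 9694823 in F, 7596377 in FW, 6835933 in FS and 9614017 in FWS. At least 3 counts correspond to 0.462 cpm in the smallest library, computed from its total count without TMM scaling. This level is taken as a rough floor, which covers counting error only. Because both ends of a pair are counted, it rests on fewer read pairs than counts, and the true limit may lie higher. Lower values can appear in a sample, such as 0.182 cpm from 2 counts of comp4965_c2_seq1 in F replicate 1. The cpm printed for named transcripts include TMM scaling, so that the floor compares with them only roughly. Counts were normalized by edgeR's TMM method, and 7886 transcripts with at least 3 cpm in at least 3 samples were tested with edgeR's quasi-likelihood test. All 12 samples were fitted together, and FDR values are Benjamini-Hochberg adjusted within each contrast. Pairs of replicates had correlations of log2 cpm between 0.902 and 0.976 across transcripts, which are not independent replicates. Replicate numbers were taken from the labels, and a replicate block was fitted as an alternative. Deviations from the condition mean had a mean correlation of -0.0334 between samples with the same replicate number, over pairs that ranged from -0.254 to 0.313, and 150 of the 216 possible numberings gave at least as high a mean (one-sided exact permutation test, p = 0.694). No sequencing batch is given in the labels, and the paper reports 1 lane for the 3 replicates of each condition. Values follow the sample labels as deposited. An alternative in which the FW and FS labels are exchanged was chosen after seeing the data. Its values are given beside many of the printed values whose direction or call it changes, but not beside all of them. Under the exchange, the changes in FS/F are those of FW/F by the labels, and the reverse.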

Sequencing reads varied in number, ranging from 3 to 6 million per sample, with an average of approximately 5 million reads (Additional file 4: Figure S2), showing PHRED quality scores per base of 36. The *de novo* assembly with Trinity [37] produced 29,621 total components (including isoforms), %GC = 56 and N50 = 3,135 bp (details in Table 1).

**Table 1:** Main characteristics of Trinity *de novo* transcriptome assembly

Parameters	All transcript	Only longest Isoform
Number of contigs	29621	19860
Contig N10	6773	5525
Contig N20	5345	4321
Contig N30	4365	3572
Contig N40	3667	2971
Contig N50	3135	2472
Median contig length	1242	658
Average contig	1798.4	1310.58
Total assembled bases	53270493	27680863

From the 29,621 total components, the longest isoforms were selected, rendering 19,860 unique transcripts with N50 = 2,472 bp; the median length was 658 bp and the average contig length was 1,310.58 bp (Table 1). 

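Across the 12 samples, 19817 transcripts of the assembly had at least 1 count, and between 11806 and 15254 were detected in a single sample. Of these transcripts, 7886 passed the filter of at least 3 cpm in at least 3 samples, and 9299 passed edgeR's own filter for low counts. The most abundant transcript took 22.6% ± 2.97 of the counts in F (SD, n = 3), 24.6% ± 1.75 in FW, 12.9% ± 2.55 in FS and 9.26% ± 0.361 in FWS.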

More than 50 % of the assembled transcripts showed at least 80 % full-length coverage as compared to well-annotated proteins, and 33 % showed 100 % coverage, indicating that the assembly fulfills the requirements of quality analysis through ortholog hit ratio [55] which justifies its use to map the reads and analyze gene expression.

When the transcripts were arranged according to the taxonomic information retrieved from BlastX, most hits showed similarity with members of either of the Botryosphaeriaceae family, *M. phaseolina* (5,800 sequences, 29 %) and *N. parvum* (3,800 sequences, 19 %), the only two Botryosphaeriaceae genomes available in the NR-NCBI database at the time of analysis, or several other fungi from the Ascomycota phylum (Additional file 5: Figure S3). The high number of *L. theobromae* sequences homologous to *M. phaseolina* over *N. parvum* was supported by previous phylogenetic analyses showing *L. theobromae* phylogenetically closer to *M. phaseolina* than to *N. parvum* [56].

From the 19,860 longest isoforms, 7,547 sequences (38 %) had recognizable functional GO annotation (details of annotation results in Additional file 6: Figure S4). The GO terms associated with each transcript encoded protein were used to associate them according to their function. A wide diversity of functions were identified (details in Additional file 7). Among others, in the Biological process in fourth level of gene ontology classification, most of the transcripts were involved in nitrogen metabolism (684), aromatic (665), organic cycles (689) and heterocycle (676) compounds metabolism. Also there are 589 transcripts involved in oxidation-reduction process.

Based on the importance of genes encoding proteins with extracellular functions in the establishment of the interaction of the fungus with its host, transcripts encoding proteins with N-terminal secretion signal were identified. From 15,981 transcripts that contain at least one ORF, 850 were predicted to be secreted.

On other hand, a total of 399 protein-coding transcripts, showing homology with those included in the Pathogen-Host Interaction database (PHI-base) were identified. PHI-base contains experimentally verified pathogenicity or virulence factors, therefore *L. theobromae* transcripts showing PHI-base hits are predicted to be involved in pathogenicity. Based on functional annotation of PHI-base hits, they were classified according to their gene ontology information, and were identified as being involved in protein modification processes, metabolism of phosphate-containing compounds, hydrolase activity on glycosyl bonds, and oxidoreductase on CHOH groups (Fig. 2). Additionally, 22 PHI-base hits were predicted to be secreted, and according to their annotation, they could be involved in carbohydrate metabolism, proteolysis and oxido-reduction processes (Additional file 8).

**Fig. 2:**
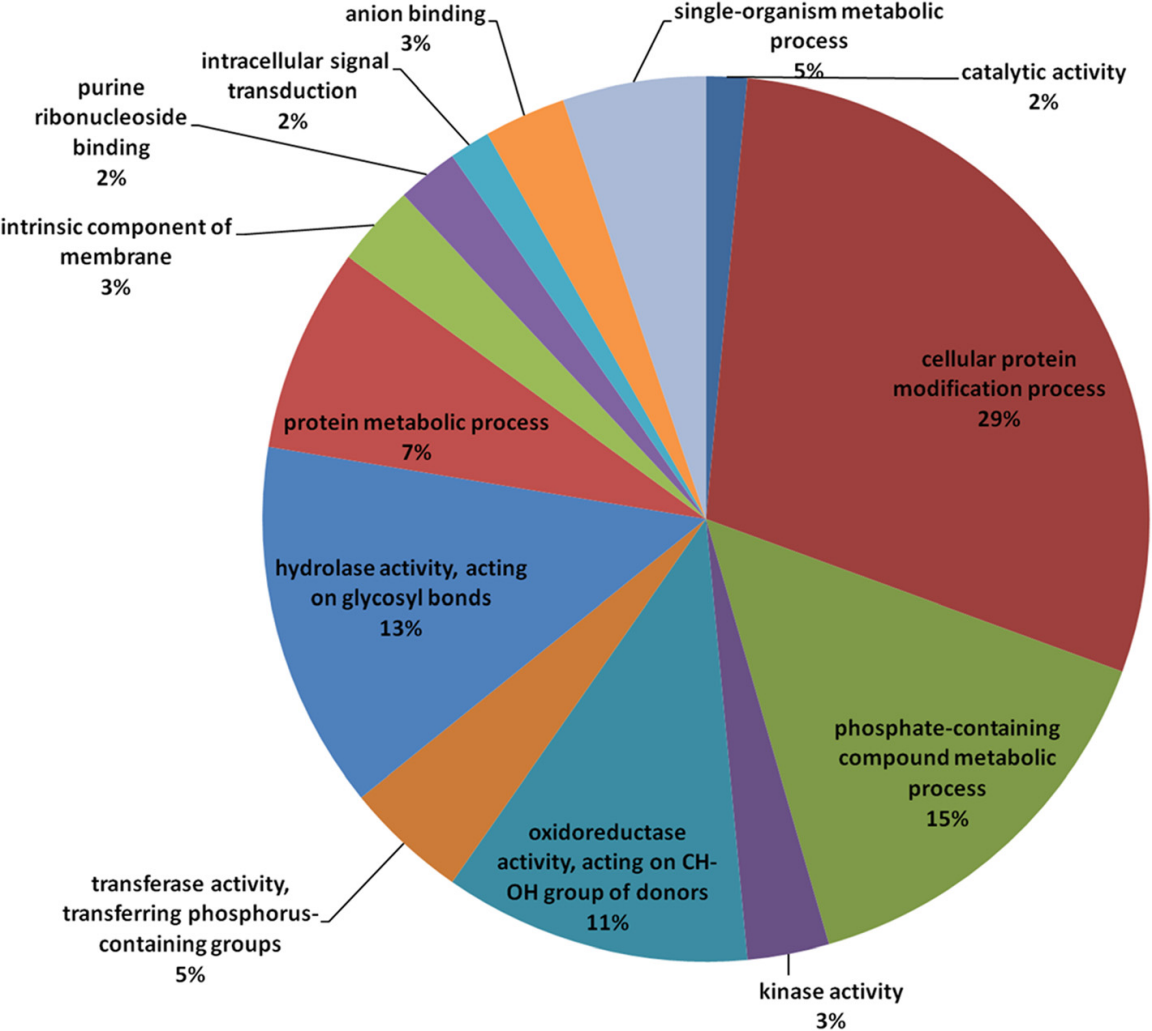
Pie chart describing the main Gene Ontology (GO) of molecular functions categories of transcripts with putative pathogenicity role. The predicted open reading frames encoded by transcripts were used in a local Blastp to find hits in the experimentally verified Pathogen-Host Interaction database (PHI-base). The PHI-base hits were classified based on its GO information

### Differential gene expression, co-regulation and functional enrichment

The analysis of RNAseq data indicated that sufficient differences were achieved among treatments and therefore allowed the identification of DEGs (Additional file 9). 

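The Euclidean distance between samples on the 7886 log2 cpm values, computed with a prior count of 2, averaged 116 between conditions and 70.5 within them. The difference of 45.2 was larger than under any other division of the 12 samples into 4 groups of 3 (one-sided exact permutation test, p = 6.49e-05, the smallest p that 15400 divisions allow). Within conditions, the mean distance was 71.3 in F, 76.3 in FW, 76.7 in FS and 57.9 in FWS. The closest conditions by label were FS and FWS (91.7), followed by F and FW (98.5), and the farthest were F and FWS (135). With 1 minus the Spearman correlation as the distance, the difference was 0.0814 with the same p, and exchanging the FW and FS labels leaves the groups unchanged.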

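With edgeR's quasi-likelihood test, 1608 transcripts had FDR values below 0.01 in at least 1 of the contrasts FS/F, FWS/FW, FWS/F and FW/F, which is 8.11% of the 19817 transcripts with counts. The alternative that moved this number most was an FDR threshold of 0.05, with 3477 transcripts, and the likelihood ratio test gave 2726. The paper states a general linear model, and its list of LFC values has a column LR, edgeR's name for the likelihood ratio statistic. Its counts therefore appear to come from the likelihood ratio test, so that part of a difference from them may be one of test. With the replicate block, whose pairing is taken from the labels, 1258 transcripts passed, beside a mean correlation of deviations of -0.0334 between same-numbered samples. Of the 1608 transcripts, 1485 are among the 2291 that the paper lists by cluster in Additional file 12. Exchanging the FW and FS labels gave 1420 transcripts.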

In total, 2,386 DEGs (FDR < 0.01) were identified in any of the contrasting conditions tested (Fig. 1). These corresponded to 12 % of the total number of transcripts. Different numbers of DEGs were obtained for the different contrasting conditions, FWS/F contrast has the highest number (Table 2 and Additional file 10). 

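By the sample labels, 614 transcripts were up-regulated and 621 down-regulated in FWS/F, 453 and 316 in FWS/FW, 290 and 218 in FS/F, and 69 and 86 in FW/F (3 against 3 samples in each contrast, FDR below 0.01 in edgeR's quasi-likelihood test). Without adjustment, p was below 0.05 for 3317, 2862, 2562 and 2267 of the 7886 transcripts, in the same order of contrasts. Among transcripts past the threshold in FWS/F, the median size of the change was 2.19 on the log2 scale. With the likelihood ratio test, FWS/F had 924 up-regulated and 970 down-regulated transcripts, and FW/F had 264 and 384. FWS/F had the highest number under the labels and under the exchange, which gave 290 and 218 in FW/F, 69 and 86 in FS/F, and 49 and 52 in FWS/FW. The smallest FDR in FWS/F among up-regulated transcripts was that of comp6465_c0_seq1 (LFC = 6.69, standard error 0.47, FDR = 9.91e-06), and among down-regulated transcripts that of comp8179_c0_seq1 (LFC = -4.27, standard error 0.25, FDR = 4.16e-06). Across the transcripts of Additional file 10 used here, 219 in FW/F and between 1972 and 1982 in the other contrasts, the correlation of LFC from the counts with the paper's reported LFC was 0.983 in FWS/F, 0.556 in FW/F, 0.393 in FS/F and 0.495 in FWS/FW by the labels. Under the exchange it was 0.964, 0.975 and 0.977 in the last 3 of these contrasts, with transcripts that are not independent replicates.

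**Figure D1:**
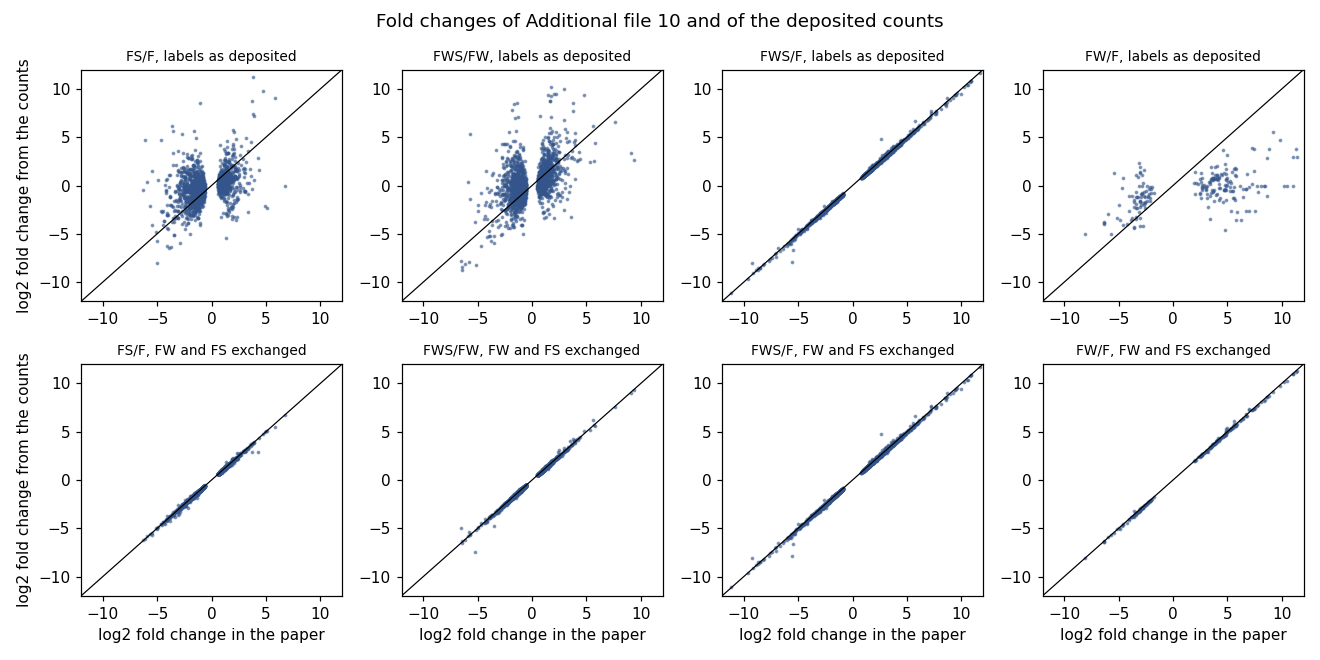
Each point is a transcript of the part of Additional file 10 used here (219 in FW/F), with the paper's log2 fold change on the x axis and that from the deposited counts on the y axis, for each contrast, and the line marks equal values. The upper panels use the labels as deposited and the lower panels the exchanged FW and FS labels, where correlations lie between 0.964 and 0.983.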

All the contrast generate specific unique DEGs not shared with the DEGs from the other contrasts (Additional file 11: Figure S5). 

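Of the transcripts past the threshold, 844 were so in 1 contrast only: 529 in FWS/F, 204 in FWS/FW, 88 in FS/F and 23 in FW/F. All 4 contrasts shared 17 transcripts. With exchanged FW and FS labels, the numbers in 1 contrast only were 723, 16, 51 and 112, in the same order. A transcript past the threshold in 1 contrast only is not thereby shown to differ between contrasts, which was tested for the HS effect alone.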

An analysis of their pattern of expression was used to arrange the genes in clusters of co-regulated genes (Fig. 3 and Additional file 12).

**Table 2:** Number of differentially expressed genes (DEGs, FDR < 0.01) and enrichment test for secretion for each contrasting conditions

Contrasting conditions	Regulation	Differentially expressed genes (DEGs)	Predicted secreted DEGs	FDR (hypergeometric test for enrichment of secreted proteins)
FWS/F	Up-regulated	905	83	0.156003
	Down-regulated	887	74	0.549571
FWS/FW	Up-regulated	173	13	0.707640
	Down-regulated	233	17	0.770976
FW/F	Up-regulated	565	61	0.012635
	Down-regulated	424	47	0.554427
FS/F	Up-regulated	203	23	0.077195
	Down-regulated	366	28	0.738934

**Fig. 3:**
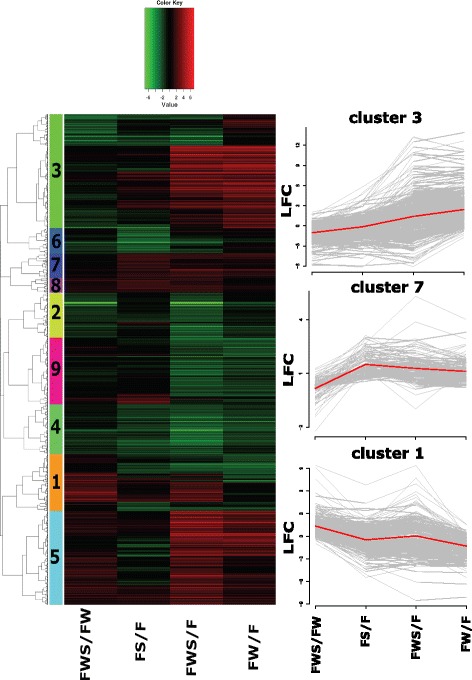
Heatmap showing clusters of co-regulated genes with their expression profiles. The dendrogram indicates the relationship between gene expression profiles as determined by hierarchical clustering (Pearson correlation). The differentially colored boxes at the left indicate different clusters of genes with similar expression profiles. The color key indicates logFC values ranging from bright red for most up-regulated to bright green for the most down-regulated genes, considering a FDR < 0.01. The expression pattern for clusters with functional enrichment (clusters 1, 3 and 7) are shown in a graph with gray lines for each gene while the average for all the genes in the cluster is shown in red line. The contrasting conditions evaluated are those indicated in Fig. 1. Briefly, FS/F: effect of heat stress (HS); FWS/FW: effect of HS but in the presence of grapevine wood; FWS/F: effect of HS in the presence of grapevine wood and FW/F: effect of only GW

Functional enrichment was obtained in three clusters of co-regulated genes. 

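For the 264 tested transcripts of cluster 1, the mean log2 cpm per sample was 4.28 ± 0.089 in F (SD, n = 3), 3.80 ± 0.22 in FW, 3.05 ± 0.036 in FS and 4.28 ± 0.20 in FWS. By the labels, the cluster mean changed by 0.48 on the log2 scale in FWS/FW, -0.49 in FW/F and -1.24 in FS/F, and in these 3 contrasts all samples of one condition lay on one side of the other (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). In FWS/F the difference was -0.00418, which did not exceed the spread between replicates (exact permutation test, p = 1), and its sign depended on the settings, with 0.41 with library size only in place of TMM and 0.042 with a prior count of 0.5. Of the transcripts of cluster 1, 59 were up-regulated and 49 down-regulated in FWS/F, so that opposite changes were averaged in this mean. Exchanged FW and FS labels gave a change of the cluster mean of 1.23 in FWS/FW and -1.24 in FW/F. Terms containing oxidoreductase activity were carried by 24 of the 268 transcripts listed in cluster 1 and by 164 of the 2291 in all clusters, a 1.25-fold enrichment (one-sided Fisher's exact test, p = 0.139, adjusted p = 0.139 over 5 term tests). With the exact GO term alone, the enrichment was 1.45-fold (adjusted p = 0.0854).

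**Figure D2:**
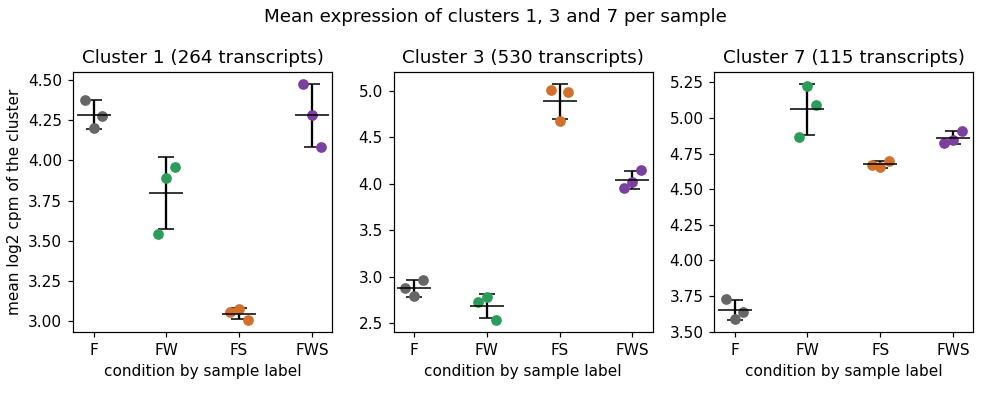
Points are the samples of each condition by label (x axis), the y axis is the mean log2 cpm of the cluster's transcripts, and bars are the mean with its SD (n = 3). Cluster 1 is lowest in FS, cluster 3 is highest in FS, and cluster 7 is lowest in F.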

An enrichment for oxido-reductase activity was obtained for cluster 1 (FDR = 1.2x10^−3^), and the shared pattern of expression for the putative genes was mainly the induction in FWS/FW and FWS/F, and repression in FW/F (Fig. 3). Cluster 3 showed enrichment in hydrolase activity, mainly involved in the hydrolysis of O-glycosyl compounds (FDR = 2.3x10^−8^), and showed an inverse pattern of expression compared to cluster 1, with major protein-coding genes up-regulated in FW/F, but down-regulated in FWS/FW and a lower level of induction or down-regulation in FS/F (Fig. 3). 

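Cluster 3 had a mean log2 cpm of 2.88 ± 0.091 in F (SD, n = 3), 2.68 ± 0.13 in FW, 4.89 ± 0.19 in FS and 4.04 ± 0.1 in FWS, over 530 tested transcripts. The cluster mean changed by -0.20 on the log2 scale in FW/F, 1.36 in FWS/FW and 2.01 in FS/F by the labels, and by 2.01, -0.85 and -0.20 with the FW and FS labels exchanged. Each of these differences separated the samples completely (two-sided exact permutation test, p = 0.1, the smallest p possible). In FS/F, 201 transcripts of the cluster were up-regulated and 0 down-regulated by the labels, against 4 and 4 in FW/F. The term for hydrolysis of O-glycosyl compounds was carried by 17 of the 533 listed transcripts of cluster 3 and 36 of the 2291 in all clusters, a 2.03-fold enrichment (one-sided Fisher's exact test, adjusted p = 0.00212). With only transcripts that carry a GO term as the reference, it was 2.40-fold (Fisher's exact test, adjusted p = 0.000197).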

Cluster 7 showed an enrichment (FDR < 0.01) in translation processes, GTPase and methyltransferase activities. 

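In cluster 7, 7 of 117 listed transcripts carried a term containing translation, 6 a term containing GTP and 2 a methyltransferase term. Against all 2291 listed transcripts, the enrichment was 10.5-fold for translation (one-sided Fisher's exact test, adjusted p = 5.05e-06) and 8.39-fold for terms containing GTP (adjusted p = 8.38e-05). For methyltransferase it was 3.26-fold with an adjusted p of 0.139, which does not pass a threshold of 0.05. With the exact GO term alone, it was 7.83-fold for translation (Fisher's exact test, adjusted p = 0.0389), which passes 0.05 but not 0.01. The exact term GTPase activity was carried by 4 transcripts of the cluster, a 19.6-fold enrichment (Fisher's exact test, adjusted p = 3.24e-05). GO terms were matched by their text, without the parents of each term.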

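The 115 tested transcripts of cluster 7 had a mean log2 cpm of 3.65 ± 0.07 in F (SD, n = 3), 5.06 ± 0.18 in FW, 4.67 ± 0.023 in FS and 4.86 ± 0.045 in FWS. The cluster mean rose by 1.02 on the log2 scale in FS/F and by 1.41 in FW/F, each with complete separation of the samples (two-sided exact permutation test, p = 0.1, the smallest p possible), and all 115 transcripts were higher than in F in both contrasts. In FWS/FW it changed by -0.20 (exact permutation test, p = 0.200). Exchanging the FW and FS labels gave 1.41 in FS/F and 1.02 in FW/F, and changed the sign in FWS/FW to 0.19 with complete separation (exact permutation test, p = 0.100). With library size only in place of TMM, the change in FWS/FW by the labels was 0.18. Clusters 1, 3 and 7 were formed by the paper from expression patterns in these same samples. Separation of the samples and a shared direction within a cluster are therefore partly fixed by that choice.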

The shared pattern of expression in cluster 7 was mainly due to the induction in FS/F (Fig. 3).

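Among 163 tested transcripts of the cluster lists with an oxidoreductase activity term, 3 were up-regulated and 15 down-regulated in FW/F by the labels, with a median LFC of -0.54. The z-score of the category, the difference between up-regulated and down-regulated transcripts divided by the square root of their sum, was -2.83, and -1.54 under the exchanged labels. Of the 36 transcripts for O-glycosyl hydrolyzing enzymes, 0 were up-regulated and 2 down-regulated in FW/F by the labels (median LFC -0.11, z-score -1.41). The direction of this category changed with the FW and FS labels exchanged, where 15 were up-regulated and 2 down-regulated (median LFC 2.26, z-score 3.15).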

On the other hand, the presence of GW resulted in repression of genes encoding enzymes with oxido-reductase activity (GO term: GO0016491) and induction of genes coding for O-glycosyl hydrolyzing enzymes (GO term: GO0004553, Fig. 4 and Fig. 5). In contrast, after HS, the expression pattern was inverse to the fungus growing in GW: genes for oxido-reductase activity were up-regulated while genes coding for O-glycosyl hydrolyzing enzymes were mainly down-regulated (Fig. 4 and Fig. 5). 

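By the labels, 21 oxidoreductase transcripts were up-regulated and 33 down-regulated in FWS/FW (z-score -1.63), and 20 and 31 in FS/F. With library size only in place of TMM, the z-score in FWS/FW was 1.98, with the opposite sign. For O-glycosyl hydrolyzing enzymes, 17 transcripts were up-regulated and 3 down-regulated in FWS/FW (median LFC 2.29), and 15 and 2 in FS/F (median LFC 2.26). Under the exchange, 3 oxidoreductase transcripts were up-regulated and 6 down-regulated in FWS/FW, and the O-glycosyl hydrolyzing category had 0 and 0, with a median LFC of -0.44 and 12 of 36 transcripts higher in FWS. The paper states that the expression pattern after HS was inverse to that in GW.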

The genes involved in translation activities (GO terms: GO0008135 and GO0003743) and methyltransferase activity (GO term: GO0008168) showed primarily up-regulation in both contrasting conditions, FW/F and FWS/FW (Fig. 4), indicating the importance of the translation process in regulating the response to either change.

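Of 8 tested transcripts with translation factor activity, 1 was up-regulated and 0 down-regulated in FW/F, and 0 and 1 in FWS/FW, with median LFC of 0.79 and -0.037. For the 12 transcripts with a methyltransferase term, the numbers were 1 and 0 in FW/F (median LFC 0.85), and 2 and 2 in FWS/FW (median LFC -0.052). When the FW and FS labels were exchanged, FWS/FW had 1 up-regulated translation factor transcript and FW/F had 4 up-regulated methyltransferase transcripts.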

**Fig. 4:**
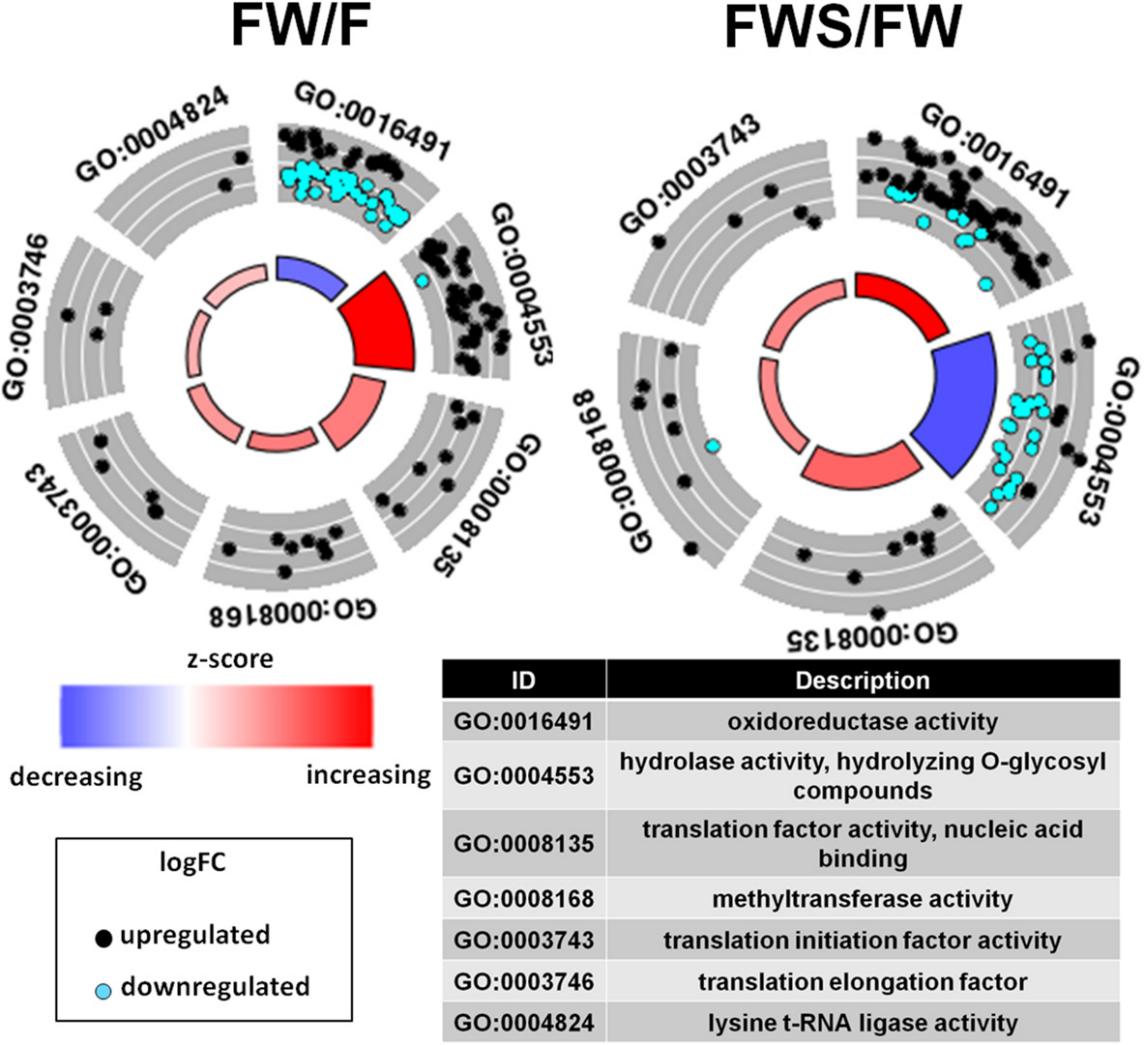
Gene Ontology (GO) of molecular functions categories with enrichment in hierarchical clusters of similar expression profiles. The GO term differential expression is considered through z-score ($$ \mathrm{zscore}=\frac{\left(\mathrm{upregulated}\hbox{-} \mathrm{downregulated}\right)}{\sqrt{\left(\mathrm{upregulated}+\mathrm{downregulated}\right)}} $$, described in [53]). Red color indicates higher proportion of up-regulated genes and blue color corresponds to higher proportion of down-regulated genes. The color key indicates logFC values ranging from golden for up-regulated genes, to cyan for down-regulated genes. The effects of only grapevine wood (FW/F) and heat stress in the presence of grapevine wood (FWS/FW) were evaluated

**Fig. 5:**
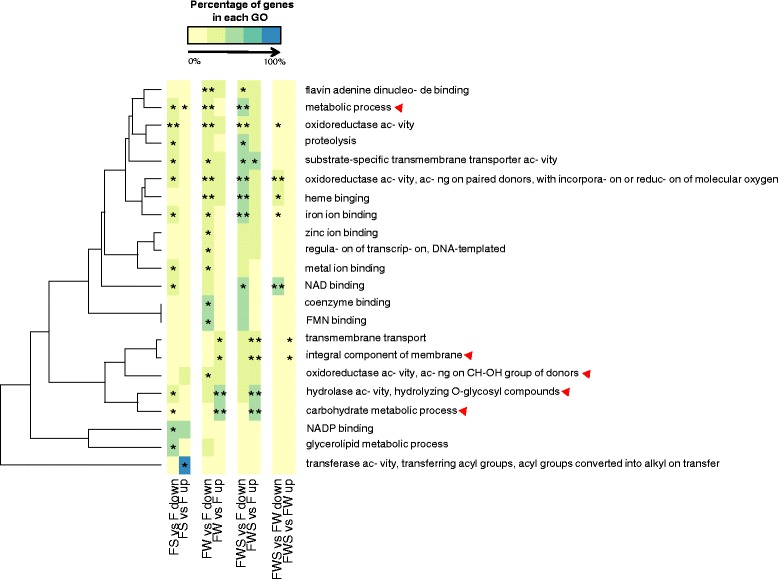
Functional enrichment of Gene Ontology (GO) categories based on the differentially expressed genes in each analyzed contrast. The color key indicate from pale *yellow* to *blue*, the increasing percentage of genes representing each functional category. To eliminate general and excessively specific categories, only the functional categories that have at least 5 and maximum 500 genes were considered in the analysis. The contrasting conditions evaluated are those indicated in Fig. 1. Briefly, FS/F: effect of heat stress (HS); FWS/FW: effect of HS but in the presence of grapevine wood; FWS/F: effect of HS in the presence of grapevine wood and FW/F: effect of only GW. * FDR < 0.2 and ** FDR < 0.05

Our results showed that inosine monophosphate (IMP) cyclohydrolase, squalene monooxigenase and protein disulfide monooxigenase GO categories were induced in all the contrasting conditions (Fig. 6). 

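The transcript with the IMP cyclohydrolase term (comp6446_c0_seq1) had positive LFC in every contrast, from 2.20 in FW/F (FDR = 0.0367) to 6.89 in FWS/F (FDR = 7.29e-05). For squalene monooxygenase (comp8243_c0_seq1), LFC ranged from 1.37 in FW/F (standard error 0.37, FDR = 0.0371) to 3.24 in FWS/F (standard error 0.40, FDR = 0.000168). In both transcripts the 3 samples of each condition lay on one side of the other in all 4 contrasts. Protein disulfide terms were carried by comp5833_c0_seq1, whose LFC was -1.08 in FS/F (FDR = 0.00662) and 0.21 in FWS/FW (FDR = 0.527), and by comp31230_c0_seq1, whose LFC lay between 0.63 in FS/F (FDR = 0.415) and 2.60 in FWS/F (FDR = 0.00196). No direction among these transcripts changed with the FW and FS labels exchanged, but LFC of comp6446_c0_seq1 in FW/F became 2.91 (FDR = 0.00796) and that of comp5833_c0_seq1 in FS/F -0.66 (FDR = 0.0698).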

According to the established functions of these GO categories, it seems that basic metabolism such as purine nucleotide biosynthesis, sterol biosynthesis and post-translational modifications are important both to sustain growth on GW and under HS. Similar basic mechanisms might be required to deal with both conditions, perhaps because oxidative stress is produced in response to HS, and also required for GW degradation. 

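Tyrosine and L-phenylalanine terms were carried by 4 transcripts. FMH (comp14342_c0_seq1) and HGD (comp8784_c0_seq1), with the term for tyrosine metabolic process, were lower in FS/F (LFC = -3.76, standard error 0.81, FDR = 0.00848, and LFC = -2.64, standard error 0.34, FDR = 0.000517). Their LFC in FWS/FW was 0.21 (FDR = 0.869) and 0.025 (FDR = 0.965), within the spread between replicates. In FW/F they were -2.54 (FDR = 0.0477) and -1.08 (FDR = 0.0477), and in FWS/F -2.33 (FDR = 0.0293) and -1.06 (FDR = 0.0245). The transcripts with the term for tyrosine biosynthetic process, comp2298_c0_seq1 and comp9982_c0_seq1, had positive LFC in all 4 contrasts, with 1.56 (FDR = 0.00131) and 0.99 (FDR = 0.00504) in FWS/F. They are described as a histidinol-phosphate aminotransferase and a mitochondrial tyrosine-tRNA ligase. The first also passed the threshold in FS/F and FWS/FW, but its LFC in FW/F was 0.064 (FDR = 0.901). For comp9982_c0_seq1, LFC was only 0.22 in FS/F (FDR = 0.512) and 0.17 in FWS/FW (FDR = 0.615). The exchange of the FW and FS labels gives the FS/F values to FW/F and the reverse, and under it HGD had LFC = 1.58 in FWS/FW (FDR = 0.0169) and FMH 1.43 (FDR = 0.310).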

On the other hand, genes involved in tyrosine and L-phenylalanine metabolic processes were only induced in FWS/FW, while they were highly repressed in all other contrasted conditions, suggesting a specific requirement of this metabolic pathway to deal with HS when in contact with wood components (Fig. 6).

**Fig. 6:**
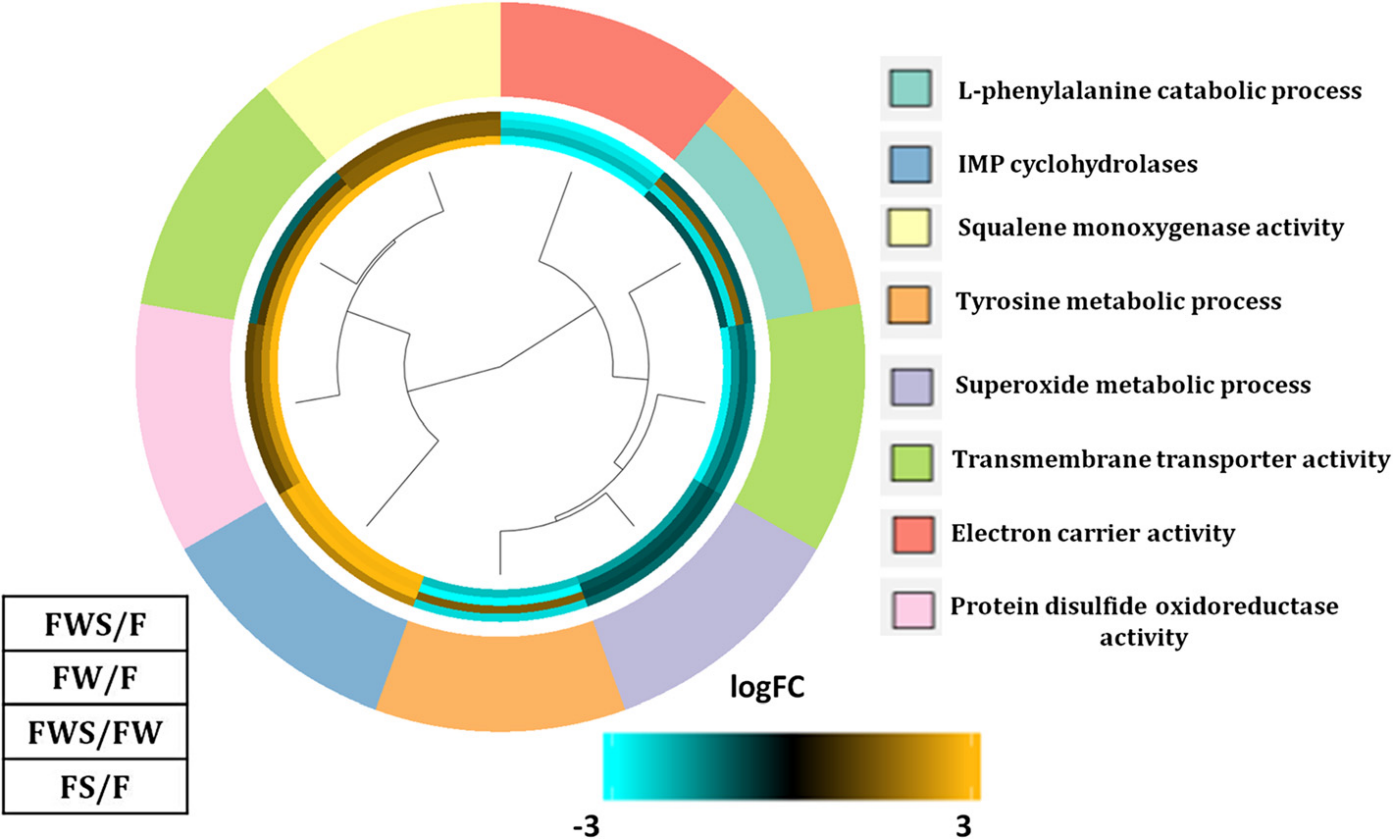
Gene Ontology (GO) of biological process categories with enrichment and showing differentially expressed genes in all the contrasting conditions evaluated (FDR < 0.05). The color key indicates logFC values ranging from golden for up-regulated genes, to cyan for down-regulated genes. The dendrogram indicates the relationship through the hierarchical clustering of gene expression (the middle rings show from the center out: effect on *L. theobromae* gene expression of heat stress (HS) and grapevine wood (FWS/F), only grapevine wood (FW/F), only HS (FS/F), and effect of HS in the presence of grapevine wood (FWS/FW). The Biological Process GOterms are indicated in different colors on the outermost circle

Secreted proteins are more prone to interact with the host; therefore we tested whether an enrichment of genes predicted to encode secreted proteins occurred among the DEGs. Among the upregulated genes in GW condition, there was an enrichment of those enconding for secreted proteins (FDR < 0.05 in Table 2), indicating that the presence of wood promotes the expression of secreted proteins. 

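By the labels, 7 of the 68 listed transcripts up-regulated in FW/F are in the paper's list of secreted proteins (Additional file 13), 10.3% against 8.97% of the 2273 tested transcripts of the cluster lists, a 1.15-fold enrichment (one-sided Fisher's exact test, p = 0.411, adjusted p = 0.548 over 8 tests). With the FW and FS labels exchanged it was 43 of 286, 1.68-fold (Fisher's exact test, adjusted p = 0.00187). Among transcripts up-regulated in FS/F by the labels, 43 of 286 were secreted (1.68-fold, Fisher's exact test, adjusted p = 0.00187), and in FWS/FW 53 of 414 (1.43-fold, adjusted p = 0.00978). The FWS/FW value fell to 0.910-fold under the exchange (Fisher's exact test, adjusted p = 0.724). From the enrichment in GW, the paper concludes that the presence of wood promotes the expression of secreted proteins.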

The list of genes coding for proteins presenting eukaryotic secretion signals, with their respective annotation, and classified in clusters based on co-regulation, is shown in Additional file 13.

### *L. theobromae* gene expression during the interaction with grapevine

Co-regulated clusters (Fig. 3) with functional enrichment indicated a whole fungal transcriptional change when exposed to HS in the presence of GW. Several genes belonging to any of the clusters 1, 3 and 7 (Fig. 3) that were identified as having pathogenicity roles, based on their functional annotation, were selected to evaluate their expression by RT-qPCR. cDNA obtained from in vitro conditions was used for the validation of RNAseq results, and cDNA from *in planta* conditions in an attempt to elucidate their role in pathogenicity.

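The RNAseq side of this comparison is given for the 7 transcripts, and RT-qPCR values are not used here. In FW/F by the labels, MCO (comp7300_c0_seq1) had LFC = 3.19 (FDR = 0.0238), IRCD (comp4276_c0_seq1) 3.47 (FDR = 0.0165), SIT (comp8181_c0_seq1) 0.84 (FDR = 0.103), and the thioesterase transcript comp8066_c0_seq1 1.30 (FDR = 0.0573). FMH (comp14342_c0_seq1) had -2.54 (FDR = 0.0477), SH (comp12473_c0_seq1) 0.27 (FDR = 0.875), and comp13164_c0_seq1, with 0 counts in F, 4.73 (FDR = 0.298). In FWS/FW, SIT had 3.71 (FDR = 4.53e-05) and comp13164_c0_seq1 6.12 (FDR = 0.00741), and the LFC of the other 5 lay between -1.37 and 0.69 with FDR values of at least 0.299. The exchanged labels changed the sign for SH (-4.24) and comp8066_c0_seq1 (-0.61) in FW/F, and for SH (3.13) and MCO (-1.18) in FWS/FW. In FW/F the exchange took 4 transcripts past the threshold, SIT with 4.20 (FDR = 3.56e-05), MCO with 4.95 (FDR = 0.00212), FMH with -3.76 (FDR = 0.00848) and comp13164_c0_seq1 with 9.75 (FDR = 0.00771). In FWS/FW under the exchange, SIT at 0.35 (FDR = 0.515) and comp13164_c0_seq1 at 1.10 (FDR = 0.529) no longer passed it.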

The in vitro expression of 7 genes (Additional file 2: Table S1) confirmed the contrasting pattern of expression based on the cluster to which each gene belonged and showed a high correlation with the results obtained through RNAseq (R^2^ = 0.876 and p-value = 1.9x10^−5^, Additional file 14: Figure S6).

In general when evaluating the expression *in planta*, a marked regulation of most genes was observed at 7 dpi, and the changes on gene expression were even more defined in stressed plants (Fig. 7). *L. theobromae* genes with up-regulated expression *in planta* were those enconding an intradiol ring cleavage dioxygenase (IRCD, comp4276_c0_seq1, selected from cluster 1), salicylate hydroxylase (SH, comp12473_c0_seq1, selected from cluster 1) pectate lyase (PL, comp16237_c0_seq1, selected from cluster 3), xylosidase glycoside hydrolase (XGH, comp5761_c0_seq2, selected from cluster 3) and a fumarylacetoacetate hydrolase (FMH, comp14342_c0_seq1, selected from cluster 1). IRCD was up-regulated at all infection times evaluated, in both heat-stressed and non-stressed plants (Fig. 6). At 7 dpi on stressed plants, SH was up-regulated when compared to infected and non-stressed grapevines (Fig. 7). In contrast, sugar inositol transporter (SIT, comp8181_c0_seq1), choline dehydrogenase (CHD, comp5526_c0_seq1), homogentisate dioxygenase (HGD, comp8784_c0_seq1), 4-hydroxyphenylpyruvate dioxygenase (HPPD, comp18638_c0_seq1) and glycoside hydrolase family 3 (GH3, comp13725_c0_seq1) did not show differential expression. A putative amylase from glycoside hydrolase family 35 (AML, comp7101_c0_seq1) and multicopper oxidase (MCO, comp7300_c0_seq1, from cluster 3) were highly down-regulated, specially under HS (Fig. 7).

**Fig. 7:**
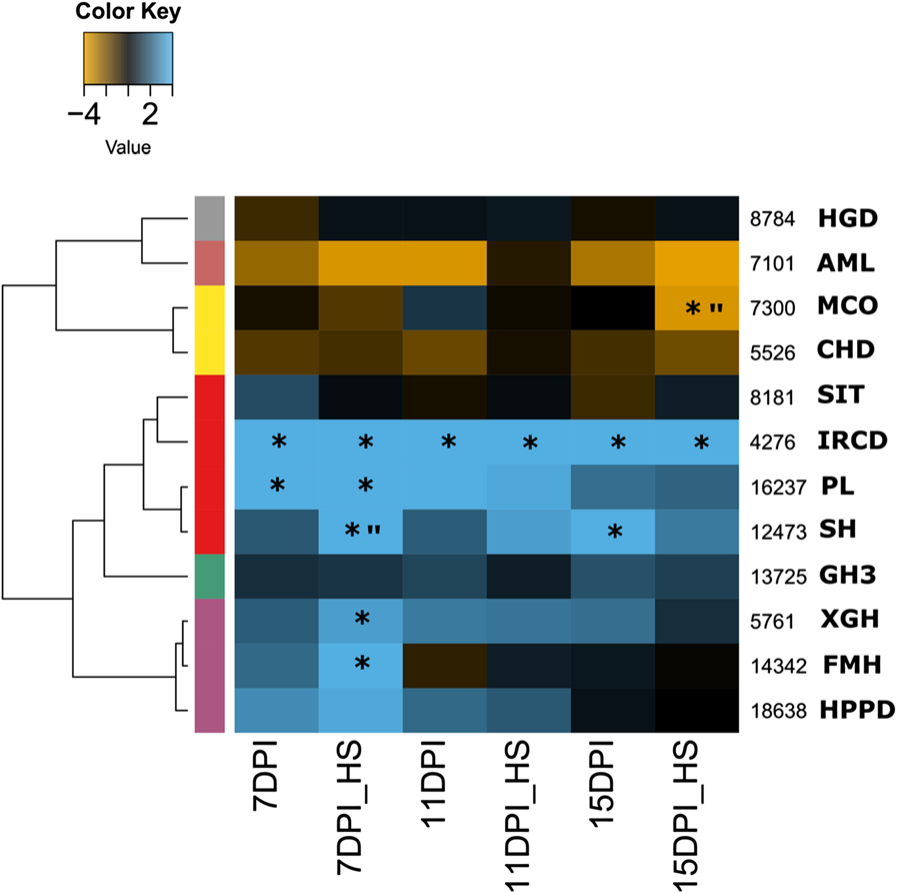
*L. theobromae* gene expression during grapevine infection. Fungal gene expression was evaluated at 7, 11 and 15 days post-infection in unstressed or heat-stressed grapevine (HS). Normalization was done using β-tubulin and the relative gene expression is indicated as logFC (*in planta*/in vitro) using HTqPCR package in R. One asterisk indicates significant differences with general linear model statistics (*p*-values < 0.05) for *in planta*/in vitro and quotation marks for heat-stressed/non stressed contrasting conditions. The dendrogram indicates the relationship between gene expression profiles through calculates of Canberra distances and Pearson correlation. The color key indicates logFC values ranging from golden for up-regulated genes, to cyan for down-regulated genes. IRCD: intradiol-ring cleavage dioxygenase (comp4276_c0_seq1); SH: salicylate hydroxylase (comp12473_c0_seq1); FMH: fumarylacetoacetate hydrolase (comp14342_c0_seq1); SIT:sugar inositol transporter (comp8181_c0_seq1), MCO: multicopper oxidase (comp7300_c0_seq1), PL: pectate lyase (comp16237_c0_seq1), AML: amylase (comp7101_c0_seq1), HGD: homogentisate dioxygenase (comp8784_c0_seq1), CHD: choline dehydrogenase (comp5526_c0_seq1), GH3: glycoside hydrolase family 3 (comp13725_c0_seq1), XGH: xylosidase glycoside hydrolase (comp5761_c0_seq2), HPPD: 4- Hydroxyphenylpyruvate dioxygenase (comp18638_c0_seq1)

## Discussion

### *L. theobromae* transcriptome features and comparison with related fungal pathogens

The closest fungi taxonomically related to *L. theobromae* with sequenced genomes are *M. phaseolina,* which has 14,249 genes (1,863 encoding secreted proteins (SP)) [57]*, D. seriata* with 9,398 genes (910 SP) and *N. parvum* with 10,470 genes (1,097 SP) [29]. The number of unique predicted proteins derived from unique isoforms (15,981), and those with predicted secretion signal (850) obtained through *de novo* transcriptome assembly, suggests that the number of genes in *L. theobromae* is similar to its closest relatives.

Most of the assembled contigs covered the expected transcript length (average: 1,310 bp and N50: 2,472 bp, details in Table 1), considering the 1,531 and 1,574 bp average gene length in *N. parvum* and *D. seriata*, respectively [21, 29]*.*

From the unique predicted proteins for all the transcripts, 399 had hits to PHI-base [47]. In *M. phaseolina*, 537 PHI-base hits were identified [57], while 1,120 were identified in *D. seriata* and 1,384 in *N. parvum* [29]. The differences found may be explained based on the different methods employed, since the relatives were fully sequenced and here RNAseq was done only in in vitro conditions. Further RNAseq analysis *in planta* will be useful to identify higher number of pathogenicity genes in this fungus. The putative pathogenicity transcripts (showing PHI-base hits) in *L. theobromae,* indicate main involvement in protein metabolic process, hydrolization of glycosyl bonds and oxidoreduction process (Fig. 2). In coincidence, these GO categories showed most marked regulation when the fungus growing on GW was exposed to HS (Fig. 4), suggesting that HS response and pathogenicity require a common transcriptional regulation. 

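Additional file 8 lists 25 PHI-base transcripts as up-regulated and 23 as down-regulated, which are 44 distinct transcripts. Of these, 29 had FDR values below 0.01 in at least 1 contrast by the labels, and 25 with the FW and FS labels exchanged. Most of the calls by the labels came from FWS/F, with 11 up-regulated and 10 down-regulated transcripts, and from FWS/FW, with 12 and 7. Under the exchange, FWS/FW had 1 such transcript, which was down-regulated, and FW/F had 8 and 2, against 2 and 3 by the labels. Of the 22 PHI-base transcripts listed as secreted, 9 are also in the list of DEGs, and 6 of these passed the threshold.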

From the 399 PHI-base hits, 48 were differentially expressed, 22 were predicted to be secreted, and 8 of them shared both characteristics (Additional file 8), indicating that the *L. theobromae* transcriptome is useful to identify putative pathogenicity factors, that could help to further validation of function through knockout or gene expression studies.

Gene families showed expansion in fungi causing grapevine vascular diseases producing similar symptoms as *L. theobromae* [29]. Genes belonging to those families were found in the *L. theobromae* transcriptome, that have 65 (20 DEG) dioxygenase (PF00775), 11 (2 DEG) pectate lyase (PL, PF03211), 259 (49 DEG) major facilitator superfamily (MFS, PF07690), 37 (5 DEG) carboxylesterase (PF00135) and 22 (5 DEG) glucose-methanol-choline oxidoreductase (GMC, C-terminal: PF05199 and N-terminal: PF00732).

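In the cluster lists of Additional file 12, 49 transcripts carry the MFS domain, and 34 of them passed FDR below 0.01 in at least 1 contrast by the labels. The dioxygenase family had 15 of 18 transcripts past the threshold, pectate lyase 1 of 2, carboxylesterase 5 of 5, and GMC 4 of 5. Under the exchange the numbers past the threshold were 30 for MFS and 3 for GMC.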

### Transcriptional regulation of genes with putative role in pathogenicity

Based on the GO enrichment by clusters containing co-regulated genes, a whole fungal response could be inferred (Fig. 4). In HS in the absence of GW, genes involved in the translation process were induced, suggesting that a change in protein profile is required to cope with stress. 

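Of 13 tested transcripts of the cluster lists with a translation term, 10 had a positive LFC in FS/F (median 0.64), and 0 passed the threshold. Across all tested transcripts in this contrast, 2562 had an unadjusted p below 0.05. In FW/F, 11 of the 13 had a positive LFC (median 0.70), with 1 past the threshold, and the exchange gives these values to FS/F.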

The requirement of heat-shock proteins (HSPs) in fungal HS response to keep proteins folded and active is well documented [58, 59]. 

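The cluster lists name 14 tested transcripts as heat-shock proteins or chaperones. By the labels, 13 of them had a positive LFC in FS/F (median 0.50, from -0.93 to 1.81), with 0 past the threshold. The median was 1.44 in FWS/FW, where 7 were up-regulated, and 0.14 in FW/F, where 1 was up-regulated and 1 down-regulated. In FWS/F, 9 were up-regulated (median 1.60). With exchanged FW and FS labels, 7 of 14 had a positive LFC in FS/F (median 0.14) and 2 were up-regulated in FWS/FW. In FW/F by the labels, LFC was -2.34 for hsp98/hsp104, -1.61 for hsp42 and -2.76 for the DnaJ family protein, which the exchange gives to FS/F. Replicates were collected 10 min after the end of HS.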

In fact, several HSP encoding transcripts with different expression levels were identified, indicating the need of the fungal cells to redirect their physiology towards a survival or adaptive condition.

Based on functional enrichment, the fungus respond to HS differently in the presence of GW than in its absence. 

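The difference between the HS effect with GW and without it, (FWS/FW) minus (FS/F), was tested for each of the 7886 transcripts. None passed FDR below 0.01 in either direction with the quasi-likelihood test, and 1273 had an unadjusted p below 0.05. The likelihood ratio test gave 95 positive and 49 negative differences, and DESeq2 195 in all, and with the replicate block, whose pairing is taken from the labels, 1 transcript passed, beside a mean correlation of deviations of -0.0334 between same-numbered samples. Exchanging the FW and FS labels leaves this difference unchanged. Across transcripts, which are not independent replicates, LFC in FS/F and FWS/FW had a correlation of 0.724 by the labels and 0.408 under the exchange. From the enriched functions, the paper concludes that the response to HS differs with GW.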

The specific enrichment of acyl-transferase among up-regulated genes when dealing with HS indicates that this activity could help the fungus to survive periods of stress. 

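Of 11 tested transcripts in the cluster lists with a term for transferring acyl groups, 1 was up-regulated and 3 down-regulated in FS/F by the labels, and 1 and 3 in FWS/FW. Among up-regulated transcripts the category was 0.723-fold its share of the reference in FS/F (one-sided Fisher's exact test, p = 0.773) and 0.499-fold in FWS/FW (p = 0.891, Fisher's exact test). The 3 transcripts with the term for acyl groups converted into alkyl had median LFC of -0.27 in FS/F and -1.18 in FWS/FW, against 1.34 and 0.52 with exchanged labels. Of the 11 transcripts for transferring acyl groups, the exchange left 1 up-regulated and 1 down-regulated in FS/F, and 0 and 0 in FWS/FW.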

Acyl-transferases are involved in the synthesis of polyketides, a large class of secondary metabolites [60] that could provide the fungus with biochemical protection from stress. In contrast, in the presence of GW is not required, suggesting that some compounds, provided by GW fulfill that requirement. 

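Of 106 tested transcripts integral to membrane, 31 were up-regulated and 12 down-regulated in FWS/FW, and 18 and 9 in FS/F. For transmembrane transport, with 107 transcripts, the numbers were 31 and 11 in FWS/FW, and 18 and 9 in FS/F. The share among up-regulated transcripts of FWS/FW was 1.59-fold that among tested transcripts of the cluster lists for transmembrane transport (one-sided Fisher's exact test, p = 0.00357) and 1.61-fold for integral to membrane (Fisher's exact test, p = 0.00304). In FS/F it was 1.34-fold for transmembrane transport (Fisher's exact test, p = 0.116), and the difference between the contrasts was not tested. Exchanged FW and FS labels left 5 up-regulated and 1 down-regulated transmembrane transport transcripts in FWS/FW, and 0 and 2 in FS/F. For integral to membrane, the numbers under the exchange were 5 and 0 in FWS/FW, and 3 and 1 in FS/F.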

Genes in GO categories of integral component of membranes, mainly involved in transmembrane transport, were enriched specially in HS response in the presence of GW (Fig. 5). 

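Of the 109 listed transcripts with a transmembrane transport term, 35 carry the MFS domain, and 26 of these passed the threshold in at least 1 contrast. Among the same 109 transcripts, 0 are in the list of PHI-base DEGs of Additional file 8. Among all 48 tested MFS transcripts, 14 were up-regulated and 8 down-regulated in FWS/FW by the labels (median LFC 0.52), and 2 and 0 under the exchange (median LFC -0.14).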

Most of these genes belong to the major facilitator superfamily (MFS) and have homologues on PHI base, suggesting an important role in fungal pathogenicity. Genes that belong to GO categories involved in nucleotide (GO:0050660), and post-translation modifications (Fig. 6) also are indicative of major change in the metabolism of the fungus to sustain growth under stress and in the presence of wood. On the other hand, GO term enriched GTPase activity, contains genes well known for having a role in translation and signaling events in response to stress [61], evidencing the importance of a rapid adaptation to HS. Additionally, small GTPases are involved in virulence, due to their key role in secretory pathways [61].

The repression of genes associated with electron transport (cytochrome p450 monooxygenase (comp5016_c0_seq3); dsba oxidoreductase protein (comp5774_c1_seq3), acyl- dehydrogenase family protein (comp7418_c0_seq1) and three hypothetical proteins (comp264619_c0_seq1, comp303165_c0_seq1 and comp1_c0_seq1), in response to HS and/or GW (Fig. 5), might contribute to the need of reducing the potential risk of mutation caused by higher production of ROS in mitochondria as an effect of thermal stress [62]. 

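The cytochrome p450 monooxygenase (comp5016_c0_seq3) had negative LFC in all 4 contrasts, with -5.02 in FWS/F (standard error 1.20, FDR = 0.00834) and -2.21 in FS/F (standard error 1.04, FDR = 0.162). For the acyl-dehydrogenase family protein (comp7418_c0_seq1), LFC was -2.62 in FWS/F (FDR = 7.29e-05), -1.66 in FS/F (FDR = 0.00196) and -1.19 in FW/F (FDR = 0.0182). The dsba oxidoreductase protein (comp5774_c1_seq3) was higher in FWS/F (LFC = 3.73, FDR = 0.000114), FWS/FW (LFC = 2.69, FDR = 0.000929) and FS/F (LFC = 2.23, FDR = 0.00338). The signs of these 3 transcripts were the same with the FW and FS labels exchanged, but calls changed. Under the exchange, LFC of the dsba oxidoreductase was 1.05 (FDR = 0.105) in FS/F and 1.50 (FDR = 0.0468) in FWS/FW, and that of the acyl-dehydrogenase -1.19 (FDR = 0.0182) in FS/F and -1.66 (FDR = 0.00196) in FW/F. The hypothetical proteins did not pass the filter on low counts: over the 12 samples, comp264619_c0_seq1 had 8 counts, comp303165_c0_seq1 10 and comp1_c0_seq1 26. In a fit without the filter, FDR was at least 0.181 for comp264619_c0_seq1 and comp303165_c0_seq1 in the 4 contrasts. The counts of comp1_c0_seq1 were all in FW by the labels, and without the filter its LFC was 6.30 (FDR = 0.0845) in FW/F and -6.30 (FDR = 0.0406) in FWS/FW.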

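Superoxide dismutase (comp6665_c0_seq1) was measured at 585 ± 144 cpm in F (SD, n = 3), 241 ± 10.6 in FW, 287 ± 25.1 in FS and 158 ± 30.7 in FWS. Its LFC was -1.03 in FS/F (standard error 0.24, FDR = 0.0131) and -0.61 in FWS/FW (standard error 0.24, FDR = 0.0833), with the 3 heated samples by label below the other 3 in both contrasts. In FS/F under the exchange, the decrease passed the threshold (LFC = -1.28, FDR = 0.00932).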

The down-regulation of a superoxide dismutase protein (comp6665_c0_seq1) is an unexpected result, because ROS detoxification has been proposed for superoxide dismutase and, increasing ROS levels in *Saccharomyces cerevisiae* were observed when responding to HS [63]. 

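For the 5-oxoprolinase (comp4986_c0_seq1), LFC was 1.21 in FS/F (standard error 0.36, FDR = 0.0356) and -2.23 in FWS/FW (standard error 0.37, FDR = 0.00149). Expression was 10.9 ± 2.04 cpm in F (SD, n = 3), 25.7 ± 9.70 in FW, 25.1 ± 9.91 in FS and 5.46 ± 0.284 in FWS. The difference between the 2 HS effects was -3.44 on the log2 scale, with an FDR of 0.0145 in the test of the difference itself. With exchanged labels, LFC was 1.24 in FS/F and -2.20 in FWS/FW.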

In the HS response in the absence of GW a 5-oxoprolinase (comp4986_c0_seq1) was specifically induced. This enzyme participate in glutathione mediated ROS detoxification [64], indicating that an alternative to superoxide dismutase/peroxidase could be used to deal with the ROS produced in response to HS.

A model for the *L. theobromae* HS response in the presence of GW was constructed (Fig. 8) based on the functional annotation, co-regulation and functional enrichment of genes (Additional file 15), that were identified through the in vitro global transcriptional response. Based on this model, several putative pathogenicity genes were selected and its gene expression was evaluated during fungal-grapevine interaction.

**Fig. 8:**
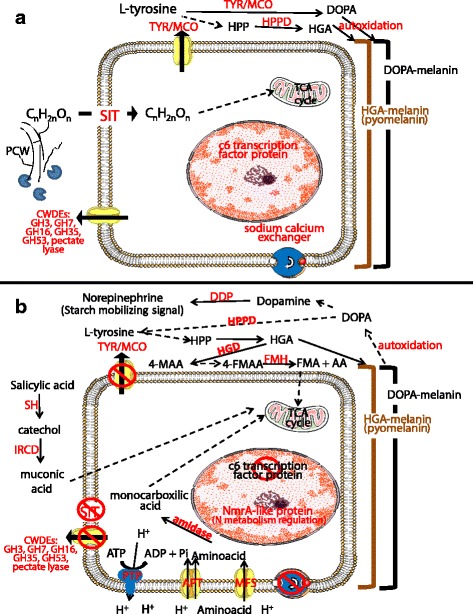
Hypothetical model of in vitro *L. theobromae* heat stress (HS) response, in the presence of grapevine wood (GW). The model of whole cell response was constructed using genes from clusters 1, 3 and 7 (in Fig. 2) showing both co-regulation and GO term enrichment. Additional file 13 gives the gene name with its expression pattern. The illustration shows the main functions and processes being carried out by the fungus when growing on GW (**a**), and the changes that are proposed to be occurring after HS (**b**). The putative cellular location (intra or extracellular) is indicated in the scheme. A *continuous arrow line* indicates an enzymatic reaction that is supported on the differentially expression of its encoding gene (shown in *red*). A *dashed arrow line* indicates a suggested enzymatic reaction. The substrate/product of reaction is indicated on *boxes*. TYR: tyrosinase, MCO: multicopper oxidase, DOPA: L-3,4-dihydroxyphenylalanine, HPP: 4-hydroxyphenylpyruvate, HPPD: 4-hydroxyphenylpyruvate dioxygenase, HGD: homogentisate dioxygenase, HGA: homogentisic acid, 4-MAA: 4-maleylacetoacetate, 4-FMAA: 4-fumarylacetoacetate, FM: fumarate, AA: acetoacetate, FMH:fumarylacetoacetate hydrolase, SH: salicylate hydroxylase, IRCD: intradiol ring cleavage dioxygenase, DDP: domon domain containing protein, PCWDEs: Plant cell wall degrading enzymes; PCW: Plant cell wall

### Genes with putative role in grapevine wood degradation and pathogenicity

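The term for hydrolysis of O-glycosyl compounds was carried by 36 tested transcripts of the cluster lists, with LFC between -4.60 and 1.86 in FW/F by the labels, where 17 were positive. In FWS/FW, 31 were positive, with LFC between -2.83 and 7.13. With FW and FS labels exchanged, 30 were positive in FW/F and 12 in FWS/FW, and none of them passed the threshold in FWS/FW in either direction.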

Most of the up-regulated genes in GW but down-regulated in HS are predicted to be involved in the degradation or modification of plant cell wall (PCW) components, based on their functional annotation (hydrolysis of O-glycosyl compounds, GO: 0004553, Fig. 4). A gene coding for a putative secreted enzyme that belongs to the glycosyl hydrolase (GH) family 35, has conserved domains which suggest its role as amylase (comp7101_c0_seq1). 

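The putative amylase (comp7101_c0_seq1) had 90.5 ± 7.49 cpm in F (SD, n = 3), 49.2 ± 21.5 in FW, 253 ± 50.7 in FS and 155 ± 54.9 in FWS. By the labels, it was lower in FW/F (LFC = -0.88, standard error 0.33, FDR = 0.0996) and higher in FWS/FW (LFC = 1.66, standard error 0.33, FDR = 0.00426). The direction changed in both contrasts with the FW and FS labels exchanged, to 1.49 in FW/F (FDR = 0.0101) and -0.71 in FWS/FW (FDR = 0.222).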

Its expression was induced by GW and showed no significant differences in the contrasting condition FWS/FW, indicating that degradation of starch remains active independently of HS. In grapevine wood, starch is stored in ray parenchyma cells, next to xylem vessels and it is used as carbon reserve by the plant [65]. *E. lata,* a vascular pathogen of grapevine that has similar colonization strategy as *L. theobromae*, has been shown to degrade plant starch [20] suggesting that this polymer may play a pivotal role as energy reserve for both the vascular pathogen and the plant metabolisms. Since the relationship among starch degradation and pathogenicity seems important for disease progression, the putative amylase (comp7101_c0_seq1) expression was evaluated *in planta.* Under stress conditions, it showed a marked down-regulation at any time of infection and treatment (Fig. 7), indicating that its activity is not required for the establishment of the infection, at least in the evaluated conditions. This enzyme was annotated as a putative amylase, because of one of its domain is a GH35; since this can be considered as an incomplete annotation, the enzyme encoded by comp7101_c0_seq1 sequence might have another function.

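PL (comp16237_c0_seq1) had 0.316 ± 0.294 cpm in F (SD, n = 3), 0.863 ± 0.264 in FW, 13.6 ± 10.4 in FS and 3.54 ± 0.850 in FWS. In FW/F by the labels, LFC was 1.40 for PL (standard error 0.86, FDR = 0.301), 0.24 for GMC (comp7222_c0_seq1, standard error 0.36, FDR = 0.701) and 5.49 for CHD (comp5526_c0_seq1, standard error 1.81, FDR = 0.0762). CHD had no counts in F and 0.620 ± 0.540 cpm in FW. In FWS/FW the values were 2.02 for PL (FDR = 0.0567), 0.092 for GMC (FDR = 0.884) and 4.91 for CHD (FDR = 0.00286). Exchanged labels gave LFC in FW/F of 5.36 for PL (FDR = 0.0012), 1.37 for GMC (FDR = 0.0243) and 9.07 for CHD (FDR = 0.00214), and in FWS/FW of -1.94 for PL, -1.04 for GMC and 1.33 for CHD, the last no longer past the threshold (FDR = 0.282).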

Among the genes coding for proteins predicted to be secreted, three are associated with pectin degradation: PL (comp16237_c0_seq1), GMC (comp7222_c0_seq1) and CHD (comp5526_c0_seq1). These genes encode for PCWDEs belonging to an expanded family in grapevine vascular pathogens [29]. The first one is involved in pectate cleavage [66], while the second and third one correspond to a gene family involved in lignin breakdown [67]. PL and CHD expression during fungal colonization was quite contrasting, while PL was significantly up-regulated, especially under HS at 7 dpi, CHD was down-regulated at any stage (Fig. 7). This suggests that lignin break-down was not required for fungal infection, but pectin degradation seems to be important for fungal pathogenicity. Pectin is the main component of middle lamella [68] and therefore have a fundamental role blocking intercellular fungal growth. Recently, it was clearly determined the importance of pectin degrading enzymes for *Fusarium graminearum* intercellular colonization of maize parenchyma tissue [69]. We propose that PL allows *L. theobromae* to colonize grapevine tissues intercellularly.

Genes encoding an endopolygalacturonase (comp4965_c2_seq1) and a pectinesterase (comp13568_c0_seq1) were also up-regulated in response to GW and have been associated with PCW degradation [65, 66]. Furthermore, expression of secreted enzymes, xylosidase glycoside hydrolase (XGH comp5761_c0_seq2), glycoside hydrolase family 3 (GH3 comp13725_c0_seq1) and endo1,4-betagalactanase (comp15147_c0_seq1), which are involved in cellulose and hemicellulose degradation [66], were found up-regulated in response to GW. 

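The endopolygalacturonase (comp4965_c2_seq1) had 0.0608 ± 0.105 cpm in F (SD, n = 3), 0 in FW, 13.7 ± 9.36 in FS and 5.44 ± 2.63 in FWS. In FW it was not detected, where 3 counts correspond to 0.422 cpm in the smallest library without the TMM scaling of the printed cpm. The LFC of the endopolygalacturonase in FW/F was -2.64 (standard error 2.06, FDR = 0.428). For the pectinesterase (comp13568_c0_seq1), with 0.440 ± 0.223 cpm in F, 0.718 ± 0.628 in FW and 17.7 ± 12.0 in FS, LFC in FW/F was 0.82 (standard error 0.89, FDR = 0.575), within the spread between replicates. Under the exchanged labels, both were up-regulated in FW/F, with LFC = 7.22, FDR = 0.00124 for the endopolygalacturonase and LFC = 5.36, FDR = 0.00123 for the pectinesterase.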

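In FW/F by the labels, XGH (comp5761_c0_seq2) had LFC = 1.10, standard error 0.47, FDR = 0.143, GH3 (comp13725_c0_seq1) had LFC = 0.54, standard error 0.36, FDR = 0.344, and the endo-1,4-beta-galactanase (comp15147_c0_seq1) had LFC = -1.19, standard error 0.61, FDR = 0.213. None of the 3 differences separated the samples of the conditions completely. With the FW and FS labels exchanged, the values were LFC = 3.77, FDR = 0.000515 for XGH, LFC = 3.44, FDR = 0.000114 for GH3 and LFC = 2.67, FDR = 0.00677 for the galactanase.

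**Figure D3:**
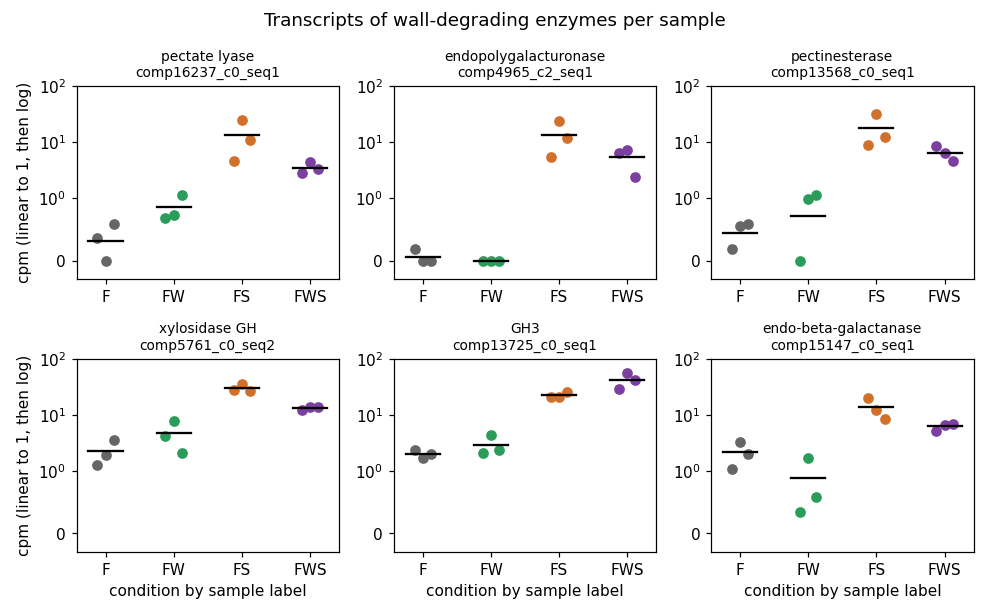
Points are cpm of each sample by condition label for 6 transcripts of wall-degrading enzymes, on an axis that is linear to 1 cpm and logarithmic above, and bars are means (n = 3). All 6 have a higher mean in FS than in F, and PL has 0.316 ± 0.294 cpm in F and 13.6 ± 10.4 in FS (SD).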

Rolshausen et al. (2008) also reported in vitro hemicellulose degradation and increased enzymatic activity in the presence of wood in *E. lata* [20]. 

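By the labels, LFC of the GH1 transcripts in FW/F was -1.31 for comp2943_c0_seq1 (standard error 0.40, FDR = 0.0555) and -0.42 for comp7123_c0_seq1 (standard error 0.55, FDR = 0.645). In FWS/FW it was 2.42 (FDR = 0.00170) and 2.25 (FDR = 0.0146), in the same order. All 4 signs changed under the exchange, with 2.47 (FDR = 0.00186) and 3.58 (FDR = 0.00212) in FW/F, and -1.35 (FDR = 0.0627) and -1.75 (FDR = 0.0879) in FWS/FW.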

Two genes coding for enzymes that belong to GH1 with glucosidase/galactosidase activity (comp2943_c0_seq1 and comp7123_c0_seq1) have homologous genes with recognized intracellular roles in cellobiose and lactose catabolism [67]. The expression of both XGH and GH3 were up-regulated *in planta* (Fig. 7). XGH showed differential up-regulation at 7 dpi on infected and stressed plants (Fig. 7), suggesting that its function on hemicelluloses degradation is required, thus, deeper access to the host cell wall seems to be favored with HS.

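GOX (comp11184_c0_seq1) had 4.31 ± 1.17 cpm in F (SD, n = 3), 5.44 ± 3.28 in FW, 40.4 ± 6.24 in FS and 20.3 ± 9.33 in FWS. Its LFC in FW/F by the labels was 0.35 (standard error 0.48, FDR = 0.660), within the spread between replicates, and 3.22 with the labels exchanged (FDR = 0.00127).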

On other hand, an ortholog of the glyoxal oxidase (GOX) gene (comp11184_c0_seq1) showed up-regulation in the presence of GW. GOX was previously associated with PCW degradation of wood in *Phanerochaete carnosa*, specifically degrading lignin [70]. Furthermore, a gene (comp12572_c0_seq1) that belongs to GH16 encodes an enzyme involved in PCW modification [71] and showed up-regulation only in the presence of GW. 

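For the GH16 transcript (comp12572_c0_seq1), LFC by the labels was -0.93 in FW/F (standard error 0.37, FDR = 0.120) and 1.99 in FWS/FW (standard error 0.37, FDR = 0.00292). Exchanging FW and FS reversed both, to 1.92 (FDR = 0.00400) and -0.86 (FDR = 0.170). Mean expression was 7.48 ± 3.05 cpm in F (SD, n = 3), 3.95 ± 0.156 in FW, 28.5 ± 2.02 in FS and 15.7 ± 7.26 in FWS.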

Overall, the co-expression of these genes indicates polysaccharide degradation to use the GW as carbon-source. Its concerted enzymatic activity could help *L. theobromae* to colonize the host and cause the development of canker in wood. The necrosis observed close to the pith in heat-stressed plants (Fig. 9), likely indicates a deeper colonization of stem by *L. theobromae*. Our data suggest that the change in grapevine phenology occurs in response to HS and this change promotes a faster fungal colonization. Although not all the PCWDEs evaluated were up-regulated *in planta,* and even the putative amylase was down-regulated, it is possible that a specific role of up-regulated genes encoding PL and XGH favors fungal colonization under HS.

**Fig. 9:**
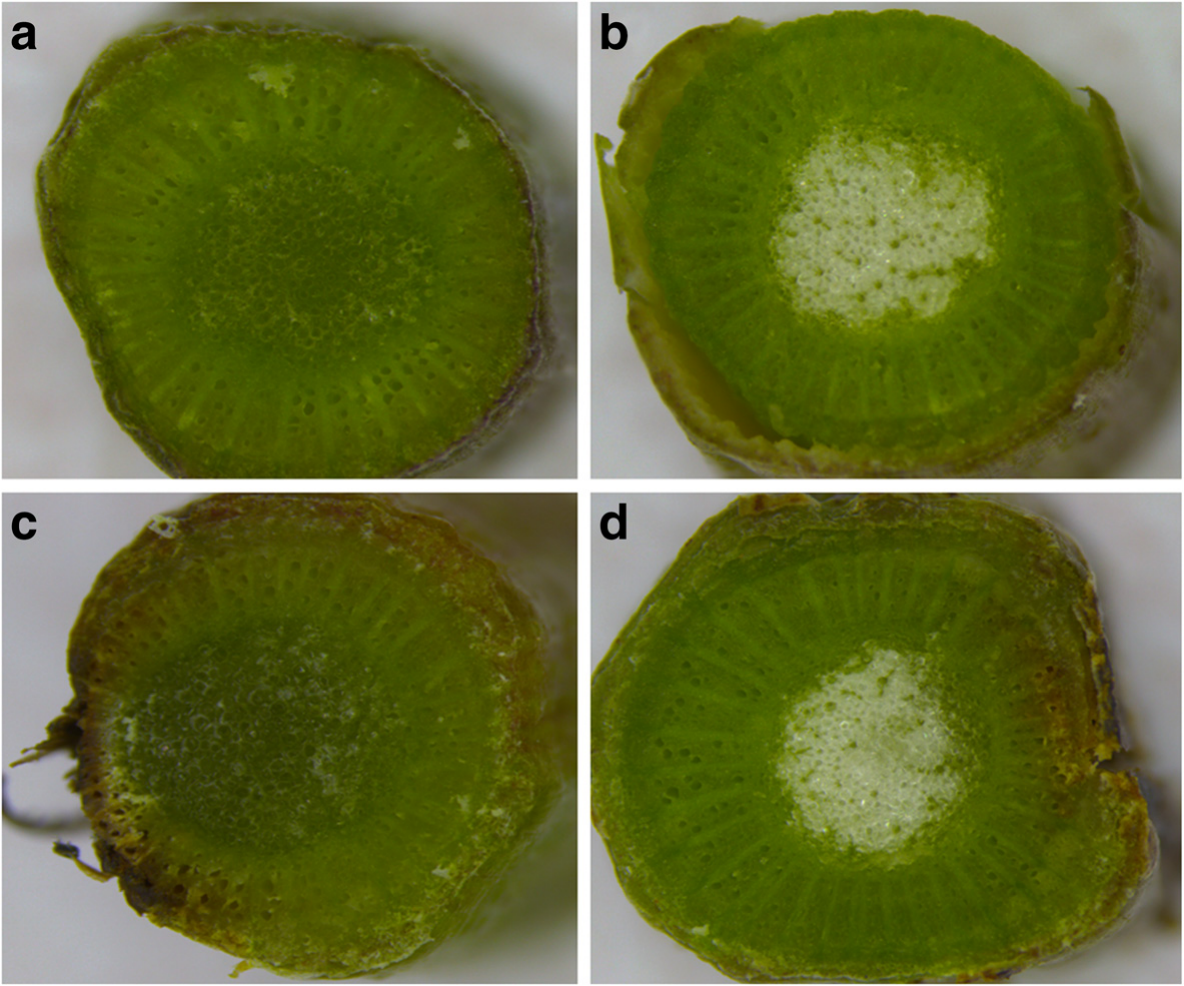
The effect of heat stress (HS) on grapevines uninfected or infected with *L. theobromae*. Stereomicroscope images were taken at 15 days post-infection, corresponding to 10 days of HS treatment (day-night cycles, with temperatures ranging from 42 to 20 °C). Uninfected and unstressed grapevine show healthy green tissue (**a**). Uninfected and heat-stressed grapevine show a change to a white color of the pith and phloem impairment (**b**). Infected but unstressed grapevine show *black*, *yellow* and *brown* color tissues close to the site of inoculation (**c**). Infected and stressed grapevine show *white pith* and *brown/yellow* color in primary xylem (**d**)

### Genes with putative role in phenolic, melanin, protein metabolism and pathogenicity

Several genes encoding enzymes involved in different melanin synthesis pathways reported in fungi were identified: 3,4-dihydroxyphenylalanine (DOPA)-melanin, DHN (1,8-dihydroxynaphthalene)-melanin and pyomelanin [72–78]. Remarkably, the gene for a secreted enzyme associated with DOPA-melanin synthesis (MCO, comp7300_c0_seq1) showed high induction in response to GW, while it did not show regulation upon HS (Additional file 15). This gene was found as belonging to a family expanded in *N. parvum* and *D. seriata*, stressing its putative role in pathogenicity [29]. 

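MCO (comp7300_c0_seq1) had 8.44 ± 4.58 cpm in F (SD, n = 3), 78.0 ± 65.6 in FW, 263 ± 73.8 in FS and 116 ± 40.1 in FWS. LFC in FW/F was 3.19 (standard error 0.77, FDR = 0.0238) by the labels, which did not pass the threshold of 0.01, and 4.95 (FDR = 0.00212) with the labels exchanged. In FWS/FW it was 0.57 (standard error 0.70, FDR = 0.600), and -1.18 (FDR = 0.356) under the exchange.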

A gene encoding enzyme putatively involved in DHN-melanin synthesis (short-chain dehydrogenase reductase, comp4978_c0_seq2) showed in vitro co-regulation with MCO. 

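The short-chain dehydrogenase reductase (comp4978_c0_seq2) had LFC of 1.28 in FW/F (standard error 0.60, FDR = 0.181) and 0.77 in FWS/FW (standard error 0.56, FDR = 0.353), with the same signs as MCO. The exchanged labels gave 3.35 in FW/F (FDR = 0.00335) and -1.31 in FWS/FW (FDR = 0.184), again with the signs of MCO.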

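HPPD (comp18638_c0_seq1) had 0.947 ± 0.821 cpm in F (SD, n = 3), 0.835 ± 0.758 in FW, 4.09 ± 3.16 in FS and 7.21 ± 4.27 in FWS. Its LFC in FW/F by the labels was -0.077 (standard error 1.16, FDR = 0.978), and it lay between -0.85 and 0.50 with each sample left out in turn. The exchange of the FW and FS labels gave LFC = 2.18, FDR = 0.170.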

On the other hand, the enzyme involved in homogentisic acid synthesis, HPPD (comp18638_c0_seq1) was up-regulated (LFC = 2.18 and FDR = 0.07) in the presence of GW. This gene is associated with pyomelanin synthesis, a fungal adaptation of the L-tyrosine metabolic pathway, where the intermediary homogentisic acid is polymerized to form melanin [73, 74, 78].

After HS, genes that encode enzymes that degrade homogentisic acid, HGD (comp8784_c0_seq1) and FMH (comp14342_c0_seq1), were up-regulated, suggesting that pyomelanin degradation is activated after HS. 

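By the labels, HGD (comp8784_c0_seq1) was lower in FS/F (LFC = -2.64, standard error 0.34, FDR = 0.000517) and showed no difference beyond the spread between replicates in FWS/FW (LFC = 0.025, standard error 0.32, FDR = 0.965). FMH (comp14342_c0_seq1) was lower in FS/F (LFC = -3.76, standard error 0.81, FDR = 0.00848), with LFC of 0.21 in FWS/FW (FDR = 0.869). With exchanged labels, LFC in FWS/FW was 1.58 for HGD (FDR = 0.0169) and 1.43 for FMH (FDR = 0.310), and in FS/F -1.08 (FDR = 0.0477) and -2.54 (FDR = 0.0477), where neither passed the threshold.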

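Of the maleylacetoacetate isomerase transcripts, comp3928_c0_seq2 had no counts listed in any of the 12 samples. The other, comp196313_c0_seq1, had 16 counts over the 12 samples and did not pass the filter, and in a fit without the filter FDR was at least 0.738 in the 4 contrasts.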

The gene encoding maleylacetoacetate isomerase, involved in the transformation of 4-maleylacetoacetate to 4-fumarylacetoacetate in the L-tyrosine metabolic pathway [79], was identified (comp3928_c0_seq2 and comp196313_c0_seq1 in Additional file 16) but it was not differentially expressed in the analyzed contrasting conditions. 

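The C6 transcription factor (comp6826_c0_seq1) had LFC of -1.06 in FW/F (standard error 0.32, FDR = 0.0534) and 0.16 in FWS/FW (standard error 0.32, FDR = 0.752) by the labels. Both signs changed with FW and FS exchanged, to 0.86 (FDR = 0.0832) and -1.76 (FDR = 0.0110).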

The observation of L-tyrosine metabolic pathway regulation in response to HS is strengthened by the expression pattern (up-regulated by GW and down-regulated by HS) of the C6 transcription factor (comp6826_c0_seq1). This gene was previously found in the *Aspergillus fumigatus* genome, arranged in a cluster with the genes involved in gentisate catabolism [79], which is an alternative pathway to tyrosine metabolism in fungi. A mutant in the C6-Zn transcription factor *ProA* in *Epichloë festucae* was unable to establish a symbiotic interaction with its host *Lolium perenne*, proving the importance of this gene for the maintenance of the mutualistic relationship [80]. *L. theobromae* has an endophytic behavior [81, 82], and it has been suggested that abiotic stress promotes its switch to a pathogenic behavior [22, 83]. The C6 transcription factor regulating genes belonging to secondary metabolism pathways in response to HS, suggest the promotion of a pathogenic-like behavior in *L. theobromae* as an effect of HS.

Several yeast pathogens of mammals showed a phenotypic dimorphic switch (from filamentous to bud-cells and vice versa) when changing from room temperature to 37 °C, also accompanied with a change in melanin metabolism [84–87]. In general, a decrease in DOPA-melanin (tyrosinase downregulation) and/or an increase in pyomelanin production or L-tyrosine metabolism (4- hydroxyphenylpyruvate dioxygenase up-regulation) were observed consistently in previous studies [84–88]. It seems that in mammalian fungal pathogens, the change in the type of melanin produced is important to trigger the morphogenetic switch and to become pathogenic. We propose that a general mechanism for becoming pathogenic under HS conditions is conserved among several fungal taxa, whereby melanin metabolism could play a role in pathogenicity in plants, similarly to fungal mammalian pathogens. Our results also demonstrated that FMH was up-regulated *in planta* mainly at 7 dpi under HS (Fig. 7). A fumarylacetoacetase family was exclusively expanded in Ascomycota vascular pathogens [29], suggesting an evolutionary adapted function of these enzymes to favor the colonization of this niche. FMH is involved in the final step of the tyrosine metabolic pathway, converting fumarylacetoacetate to fumarate and acetoacetate, which could be incorporated in the tricarboxilyc acid cycle to obtain energy. Alternatively, the co-regulated genes, malate synthase (MS, comp6659_c0_seq1) and isocitrate lyase phosphorylmutase (ICP, comp8689_c0_seq1), suggest that acetate could be employed for anabolic processing through the glyoxylate cycle [89].

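In FWS/FW by the labels, LFC was -0.95 for MS (comp6659_c0_seq1, standard error 0.41, FDR = 0.114) and -1.02 for ICP (comp8689_c0_seq1, standard error 0.42, FDR = 0.101). Neither passed the threshold, although the 3 FWS samples lay below the 3 FW samples for both. When the labels were exchanged, LFC was 1.18 for MS (FDR = 0.117) and -0.18 for ICP (FDR = 0.849).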

On other hand, it has been suggested that FMH regulates pyomelanin production [73, 74]. The homogentisate, an intermediary in L-tyrosine metabolic pathway, is used by some fungi as a precursor for pigment production [73, 74]. The precursors of lignin are derived from tyrosine or phenylalanine through the phenylpropanoid defensive pathway in plants [90]. This pathway is greatly induced in response to biotic and abiotic stress; therefore the fungal elimination of such precursors for DOPA-melanin or through tyrosine catabolic pathway could help the fungus to evade the plant compartmentalization mediated through lignin. When evaluated *in planta*, fungal MCO expression was down-regulated, specially under HS (Fig. 7). In contrast, HPPD and FMH were up-regulated at 7 dpi on stressed plants (Fig. 7), indicating that the fungal gene regulation under stress *in planta* is similar to that obtained in vitro (Fig. 7), supporting the hypothesis that DOPA-melanin could act as a tyrosine storage that then is degraded through tyrosine metabolism pathway. If this is the case, the increase of grapevine phenylpropanoid pathways precursors in response to HS, could be used by *L. theobromae* for its metabolism to promote colonization (Fig. 10).

**Fig. 10:**
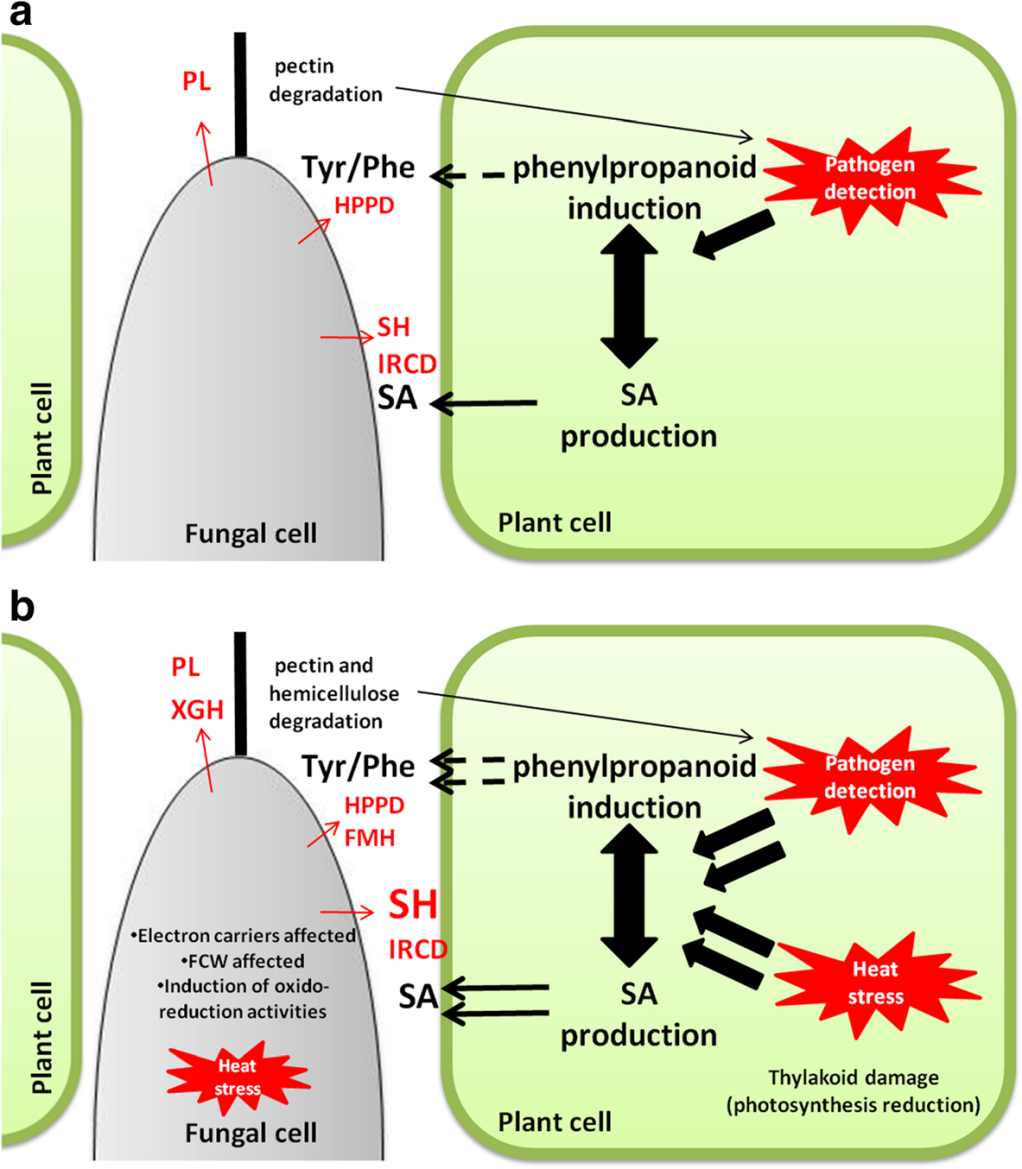
Proposed model of fungal-plant interaction under heat stress (HS). The model was done using gathered information of in vitro *L. theobromae* HS global transcriptional response, gene expression *in planta* (Fig. 7) and documented HS response in plant. **a** When fungus infects unstressed plant, selectively degrades pectin (up-regulation of PL compared with the other PCWDEs), this allows it to growth in intercellular spaces without causing major damage to PCW. The presence of the pathogen could trigger the host defensive mechanism mediated through SA, or by the activation of the phenylpropanoid pathway. However, the host defense could be impaired for the activity of SH and IRCD (degrade SA), or by HPPD (phenylpropanoid precursors). **b** Heat stress activates the same metabolic pathways increasing SA and the levels of phenylpropanoid precursors, thus the fungus could benefit from the higher availability of compounds using them as carbon sources. The main differential change on stressed plant, compared with unstressed, is the up-regulation of SH, FMH and XGH, whose activities could facilitate fungal colonization. Tyr: tyrosine. Phe: phenylalanine. SA: salicylic acid, IRCD: intradiol-ring cleavage dioxygenase (comp4276_c0_seq1); SH: salicylate hydroxylase (comp12473_c0_seq1); FMH: fumarylacetoacetate hydrolase (comp14342_c0_seq1); SIT:sugar inositol transporter (comp8181_c0_seq1); PL: pectate lyase (comp16237_c0_seq1). XGH: xylosidase glycoside hydrolase (comp5761_c0_seq2), HPPD: 4- Hydroxyphenylpyruvate dioxygenase (comp18638_c0_seq1). FCW: fungal cell wall. PCW: plant cell wall; PCWDEs: plant cell wall degrading enzymes

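SH (comp12473_c0_seq1) had 13.9 ± 14.2 cpm in F (SD, n = 3), 16.6 ± 19.9 in FW, 0.723 ± 0.790 in FS and 6.41 ± 2.05 in FWS. Its LFC in FWS/FW by the labels was -1.37 (standard error 0.90, FDR = 0.299), and it lay between -1.82 and 0.29 with each sample left out in turn. Exchanging FW and FS changed the direction (LFC = 3.13, FDR = 0.117), without passing the threshold of 0.01.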

In this work, SH (comp12473_c0_seq1) was up-regulated upon HS in the presence of GW during in vitro growth (Additional file 14: Figure S6). The product of SH activity, catechol, induces the ROS-mediated plant defensive response [91, 92]. IRCD (comp4276_c0_seq1), a gene coding for an enzyme that catalyze the degradation of aromatic rings [93], was co-regulated with SH. 

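IRCD (comp4276_c0_seq1) had LFC of 3.47 in FW/F (standard error 0.76, FDR = 0.0165) and 0.69 in FWS/FW (standard error 0.67, FDR = 0.492) by the labels. With the replicate block, whose pairing is taken from the labels beside a mean correlation of deviations of -0.0334 between same-numbered samples, LFC of IRCD was 3.29 in FW/F, past the threshold (FDR = 0.00732), and 0.82 in FWS/FW (FDR = 0.212). SH had 0.27 and -1.37 in these contrasts. The exchange gave IRCD 0.30 in FW/F (FDR = 0.814) and 3.87 in FWS/FW (FDR = 0.0139).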

IRCD could act degrading catechol and therefore helping in salicylic acid (SA) degradation [94]. A plausible hypothesis is that the polymerization of catechol to melanin or its catabolism, could prevent this harmful compound from interacting with ROS activating enzymes. Despite the fact that benzoic acid (BZA) is used as a potent fungicide [95], *L. theobromae* growth was not inhibited in the presence of 15–30 mM of BZA (Additional file 17: Figure S7). No other carbon source was added to the medium VMM, suggesting that the fungus catabolizes BZA to sustain its growth. A marked increase in aerial mycelium and dark color was observed, indicating fungal melanin production [96–98] and revealing a relationship between phenolic degradation and melanin production.

Furthermore, we found that IRCD and SH expression in vitro were induced in response to HS when GW was present (Additional file 14: Figure S6). 

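Expression of IRCD was 47.4 ± 35.1 cpm in FW (SD, n = 3), 5.17 ± 4.11 in FS and 76.6 ± 52.8 in FWS by the labels, and that of SH was 16.6 ± 19.9, 0.723 ± 0.790 and 6.41 ± 2.05 cpm. With replicate numbers taken from the labels, IRCD was higher in FWS than in the FW sample of the same number in all 3 pairs, with 82.7 and 135, 46.9 and 63.0, and 12.5 and 32.0 cpm. The same pairs had 2.74 and 8.35, 7.65 and 4.27, and 39.4 and 6.59 cpm of SH, without a shared direction. Across transcripts, same-numbered FW and FWS samples had a mean correlation of deviations of -0.0602. Of the 6 possible pairings, 5 gave at least as high a value, so that the pairing by number has no backing here. The difference between FWS and FW did not pass the threshold for either transcript (FDR = 0.492 and 0.299 in edgeR's quasi-likelihood test). Between FWS and the samples labelled FS, which are the reference under the exchange, FDR was 0.0139 for IRCD and 0.117 for SH.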

The reason for this response is not clear, since the fungus had no contact with a living plant. However, it suggests a conserved and advantageous response of the fungus to HS, since the enzyme is produced before the plant SA burst starts. To test this hypothesis, the fungal expression in infected grapevine was evaluated and both genes showed significant up-regulation at each time course evaluated (Fig. 7), therefore SH and IRCD could be required for grapevine colonization by the fungus. In particular, fungal SH showed a defined up-regulation when compared heat stressed to none stressed plants at 7dpi (Fig. 7). It was already reported that SA is produced in grapevine to alleviate the photosynthesis impairment produced under HS [99], suggesting that the fungus, instead of using carbohydrate-derived carbon, switches its metabolism to degrade one of the major and readily available plant hormones, i.e. SA (schematic model in Fig. 9). Indeed, in *Valsa mali-*apple interaction, the fungal benzoate pathway was enriched, indicating an important function in pathogenicity in a lignified host tissue [100]. SH was previously associated with *Ustilago maydis* pathogenicity promotion in maize, suggesting that SA is used as either a carbon source or to repress the plant defense response signal [101]. *Moniliophthora perniciosa,* a pathogen of cacao, contains a gene coding for SH in its genome, which could explain the high tolerance of this pathogen to SA [102]. Furthermore, SH was one of the most expressed genes during the endosymbiont phase of *E. festucae* in grass, suggesting a role for evading the host SA-mediated response [103]. We propose that SH and IRCD activities, help *L. theobromae* to disrupt the SA defensive system involved in Systemic Acquired Resistance, using at the same time SA as carbon source (Fig. 10).

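The metalloproteinase (comp1851_c0_seq1) had no counts in F or in FS by the labels, 1.55 ± 0.608 cpm in FW (SD, n = 3) and 9.50 ± 2.13 in FWS. In the smallest libraries of F and FS, 3 counts correspond to 0.389 and 0.462 cpm without the TMM scaling of the printed cpm. A level near or below this floor in F or FS could have gone undetected at this depth, and by the labels no rise above it was seen in FS. In FWS/FW, LFC was 2.61 (standard error 0.51, FDR = 0.00844). With the labels exchanged, LFC was 6.72 in FS/F (FDR = 0.00845) and 9.33 in FWS/FW (FDR = 0.00406). By the labels, the smallest FDR among up-regulated transcripts in FS/F and in FWS/FW was that of comp6465_c0_seq1 (LFC = 8.57, FDR = 4.76e-06, and LFC = 7.82, FDR = 1.05e-05). Its direction changed under the exchange, to -1.12 (FDR = 0.0796) and -1.88 (FDR = 0.0142).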

A metalloproteinase (comp1851_c0_seq1) showed the most significant up-regulation in response to HS (Additional file 9). Metalloproteinases have previously been observed to be up-regulated in the necrotrophic stage of the pathogenic fungus *Moniliophthora roreri*-*Theobromae cacao* interaction [104] and belong to an expanded gene family in pathogenic Onygenales [105], indicating a putative role of this enzyme in pathogenicity.

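The NmrA-like transcript (comp1446_c0_seq2) had LFC of -1.71 in FW/F (standard error 0.46, FDR = 0.0356), -1.93 in FS/F (standard error 0.47, FDR = 0.0152) and 1.82 in FWS/FW (standard error 0.46, FDR = 0.0150) by the labels. In each of the 3 contrasts all samples of one condition lay on one side of the other, and none passed FDR below 0.01. The difference between FWS/FW and FS/F was 3.76 on the log2 scale (FDR = 0.0274 in edgeR's test of the difference). No sign changed under the exchange.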

On other hand, an NmrA-like protein-encoding gene (comp1446_c0_seq2) was down-regulated only in the presence of GW, but up-regulated with HS. NmrA is part of a system controlling nitrogen metabolite repression in fungi, acting as a negative transcriptional regulator involved in the post-translational modification of the transcription factor AreA [106–108]. The up-regulation of this gene upon HS, suggests a requirement for a different nitrogen source by fungal cells under thermal stress. Besides, AreA has been identified as an important regulator of secondary metabolism in *Fusarium fujikuroi* and *F. graminearum* [108, 109] and an NmrA-like protein was strongly up-regulated during a compatible stage in the *M. oryzae*-rice interaction [110], suggesting an important relationship between nitrogen metabolism and pathogenicity.

Other genes co-regulated with the NmrA-like protein and involved in nitrogen metabolism were a gene coding for an amino acid polyamine transporter I family (comp6363_c0_seq1) that is involved in amino acid/H+ transmembranal symport [111, 112] and several genes that belong to the MFS (comp23378_c0_seq1, comp7071_c0_seq1 and comp3035_c0_seq2) that are involved in general transport, including amino acid transport [113, 114]. 

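The amino acid polyamine transporter (comp6363_c0_seq1) had LFC of 0.39 in FW/F (FDR = 0.346) and -0.50 in FWS/FW (FDR = 0.190) by the labels. The MFS transcripts comp23378_c0_seq1, comp7071_c0_seq1 and comp3035_c0_seq2 had 1.32, 1.53 and 0.45 in FW/F, with FDR values of at least 0.131. In FWS/FW their LFC was -3.24 (FDR = 0.00263), -3.29 (FDR = 0.00987) and -0.17 (FDR = 0.804). The sign changed for all 4 transcripts in both contrasts with FW and FS exchanged, where LFC in FW/F was -1.55 (FDR = 0.00261), -5.44 (FDR = 0.00131), -3.05 (FDR = 0.0177) and -1.45 (FDR = 0.0474), in the same order. In FWS/FW it was 1.44 (FDR = 0.0110), 3.52 (FDR = 0.0395), 1.30 (FDR = 0.321) and 1.73 (FDR = 0.0484), with none past the threshold.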

The orthologs of genes encoding enzymes involved in L-tyrosine metabolism, HGD (comp8784_c0_seq1) and FMH (comp14342_c0_seq1), in *Penicillium marneffei*, showed regulation through AreA [77]. The above mentioned gene expression pattern suggests an important change in the general *L. theobromae* nitrogen metabolism as effect of HS.

## Conclusions

The transcriptome of *L. theobromae* was established, providing nucleotidic sequences to the scientific community that will help to understand and eventually control this important pathogen. Based on functional annotation, several genes with putative functions in pathogenicity were identified, highlighting those encoding PCWDEs and involved in phenolic metabolism. Genes involved in melanin production were co-regulated with key transcription factors that control carbon and nitrogen usage, suggesting that strong metabolic and morphological changes occurs during fungal heat stress adaptation, in a similar manner to those documented for some fungal mammal’s pathogens.

Based on the in vitro *L. theobromae* global transcriptional regulation under HS*,* it was possible to identify fungal genes with up-regulation both *in planta* under optimum conditions and also with distinctive expression under HS, which helped to establish a model of the fungal-plant interaction under stress. These results indicated that HS overall facilitated *L. theobromae* growth and colonization. We propose that these observations are triggered by the fact that phenylpropanoid precursors increase under heat stress, and that *L. theobromae* is able to utilize these compounds for its own metabolism Although additional experiments are required to evaluate the robustness of the proposed model, this work provides the foundation to future research in order to understand the complexity of this important grapevine vascular pathogen.

## Abbreviations

AML, putative amylase; BZA, benzoic acid; CHD, choline dehydrogenase; CTAB, cetyltrimethylammonium bromide; DEGs, differentially expressed genes; DEPC, dyethylpyrocarbonate; DHN; 1,8-dihydroxynaphthalene; DOPA, L-3,4-dihydroxyphenylalanine; dpi, days post-infection; FC, fold change; FDR, false discovery rate; FMH, fumarylacetoacetate hydrolase; GH, glycoside hydrolase; GH3, glycoside hydrolase family 3; GLM, General Linear Model; GMC, glucose-methanol-choline oxidorreductase; GO term, Gene Ontology functional term; GO, gene ontology; GW, grapevine wood; HGD, homogentisate dioxygenase; HPPD, 4- Hydroxyphenylpyruvate dioxygenase; HS, heat stress; HSP, heat-shock protein; ICP, isocitrate lyase phosphorylmutase; IMP, inosine monophosphate; IRCD, intradiol ring cleavage dioxygenase; MAI, maleylacetoacetate isomerase; MCO, multicopper oxidase; MFS, major facilitator superfamily; MS, malate synthase; NAP, nucleic acid preservation buffer; NCBI, National Center for Biotechnology Information; noHS, no heat stress; ORF, open reading frame; PCW, plant cell wall; PCWDEs, plant cell wall degrading enzymes; PDA, potato dextrose agar; PHI-base, Pathogen-Host interaction database; PL, pectate lyase; ROS, reactive oxygen species; RT-qPCR, reverse transcribed-quantitative PCR; SA, salicylic acid; SH, salicylate hydroxylase; SIT, sugar inositol transporter; TYR, tyrosinase; VMM, Vogel’s Minimal Medium; VS, Vogel’s salts; XGH, xylosidase glycoside hydrolase

## Additional files

Additional file 1: Figure S1. Pipeline employed in bioinformatics analysis. (TIF 1432 kb) Additional file 2: Table S1. List of primers employed in RT-qPCR. (XLSX 9 kb) Additional file 3: File S1. Fungal RNA extraction protocols. (PDF 496 kb) Additional file 4: Figure S2. Numbers and quality of reads obtained through Illumina Hiseq2500 sequencing (TIF 1437 kb) Additional file 5: Figure S3. Classification (Kingdom Fungi restringed) of Blastx hits according with the taxonomy information of orthologs. Transcripts were classified according with its taxonomy information through Blast2GO software (version 3.0, GO-DB version 2014–09). (TIF 1642 kb) Additional file 6: Figure S4. Main results of functional annotation in Blast2GO (version 3.0, GO-DB version 2014–09). (TIF 951 kb) Additional file 7: File S2. Classification of functional annotation based on Biological Process GO terms. (PDF 695 kb) Additional file 8: File S3. Functional annotation for transcripts that showed Blastp hits on Pathogen Host Interaction database, that were identified as differentially expressed and that present secretion signal on its encoding open reading frames. (XLSX 19 kb) Additional file 9: File S4. Statistical support of data distribution for differential gene expression quantification (PDF 620 kb) Additional file 10: File S5. List of genes with LFC and FDR values for each contrasting condition (XLSX 2599 kb) Additional file 11: Figure S5. Venn diagram indicating relations among differentially expressed genes among the contrast evaluated. Between brackets are shown the number of differentially expressed genes that were predicted to be secreted through SignalP 4.0 [41]. (PDF 1345 kb) Additional file 12: File S6. List of genes with functional annotation separated by clusters of co-regulated genes. (XLSX 216 kb) Additional file 13: File S7. List of genes with functional annotation and with secreted prediction separated by clusters of co-regulated genes. (XLSX 43 kb) Additional file 14: Figure S6. Differential expression quantification through RNA-seq and RT-qPCR. in vitro relative gene expression in FWS/FW (A) and FW/F (B) contrasting conditions calculated from RT-qPCR (light gray bars) and RNAseq data (dark gray bars). Normalization was done using β-tubulin for RT-qPCR data and count of reads per million (cpm) for RNAseq data. (C) Pearson correlation when comparing the LFC obtained with each technique. (TIF 2625 kb) Additional file 15: File S8. List of genes with functional annotation, LFC values and predicted protein sequence that were used to construct the model of *L. theobromae* response to HS (shown in Fig. 5). (XLSX 63 kb) Additional file 16: File S9. Raw blastx output of all transcripts (XLSX 16172 kb) Additional file 17: Figure S7.
*L. theobromae* growth on Vogel’s minimal medium (VMM) at 8 dpi amended with 0, 15 and 30 mM of Benzoic Acid (BZA). With increasing concentrations of BZA, higher density colonies with more aerial and darker mycelium were observed.

How the deposited data were processed for this re-analysis (not part of the article)

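RNA of L. theobromae from 12 samples was analysed, 3 replicates each of growth in Vogel's salts (F), with 1% grapevine wood (FW), with HS at 42 °C for 1 h (FS) and with both (FWS), as named by the sample labels. The authors aligned paired reads of HiSeq sequencing with Bowtie 2 to the longest isoform per component of their own Trinity assembly and counted alignments per transcript, and the deposited values are these raw counts, without normalization. Both ends of a pair are counted, since at most 0.217% of the transcripts in a sample had an odd count. Transcripts without alignments are not listed and were taken as 0. Total counts per sample ranged from 6497077 to 10830418. In the smallest library, 3 counts correspond to 0.462 cpm without TMM scaling, a floor that covers counting error only. A genome sequence is not used here, and transcripts that share reads with a near-identical copy were not resolved.

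Counts were analysed in R 4.3.3 with edgeR 4.0.16. Transcripts with at least 3 cpm in at least 3 samples were kept, 7886 of 19817 with at least 1 count. Libraries were scaled by TMM factors between 0.747 and 1.30. A quasi-likelihood model with 1 mean per condition was fitted to all 12 samples with the default of this version, and FS/F, FWS/FW, FWS/F, FW/F and the difference of FWS/FW and FS/F were tested, with Benjamini-Hochberg adjustment within each and an FDR threshold of 0.01. The common biological coefficient of variation was 0.350. Standard errors of LFC were computed as its size divided by the square root of the F statistic. Separate fits used the likelihood ratio test, DESeq2 1.42.0, library size only, no filter, edgeR's own filter, counts divided by 2, only the samples of a contrast, an additive replicate block, FDR of 0.05, a minimum change of 1 on the log2 scale, and each sample left out in turn. An earlier run used the newer quasi-likelihood estimate of edgeR, and after its results had been seen the default of the version was taken and the newer estimate kept as an alternative. Alternatives with the FW and FS labels exchanged and with the 5 most abundant transcripts left out were also chosen after seeing the data.

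Cluster means and distances used log2 cpm with a prior count of 2, and differences between conditions were tested by exact permutation of the samples. Lists of clusters, GO terms, secreted proteins, PHI-base hits and protein families are those of Additional files 8, 12 and 13. Enrichment was tested by one-sided Fisher's exact test in scipy 1.17.1 under Python 3.11.15, with terms matched by their text. Other splits of the samples were refitted with a fixed seed. The model was tested on simulated counts with 200 transcripts changed by a known amount to check it.

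Named transcripts are every transcript that the paper's text names, in the contrasts its sentence is about, the 7 transcripts measured by RT-qPCR, those that carry the GO terms of the sentence on Fig. 6, and for each contrast and direction the transcript with the smallest FDR among those below 0.01 whose 3 samples of one condition all lie above or below the 3 of the other. For the difference between the HS effects no transcript was below 0.01. Samples infected in planta and RT-qPCR values are not analysed here.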

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

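The comparison of regrouped samples was planned before the results below were seen, and the comparisons with exchanged labels were chosen only after they were seen.

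For 3 of the named transcripts, every FS sample lay on one side of the F samples and every FWS sample on the other side of the FW samples, so that the HS effects without and with GW were opposite. For comp4986_c0_seq1, the 5-oxoprolinase, LFC was 1.21 in FS/F and -2.23 in FWS/FW, a difference of -3.44 on the log2 scale (FDR = 0.0145 in edgeR's test of the difference). For comp1446_c0_seq2, the NmrA-like protein, LFC was -1.93 and 1.82, a difference of 3.76 (FDR = 0.0274 in the same test). For comp10437_c0_seq1, which had the smallest FDR among up-regulated transcripts in FW/F, LFC was 0.79 and -0.38, a difference of -1.17 (FDR = 0.109). None of the 3 differences passes FDR below 0.01.

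Regrouping the heat labels does not decide whether these differences exceed chance, since with 0 transcripts past the threshold in the real grouping, beside 1273 with an unadjusted p below 0.05, each of the 32 groupings had to give at least as many. The test of the difference does not depend on which of FW and FS carries which label, and the opposite signs remained under the exchange for comp4986_c0_seq1 (1.24 and -2.20) and comp1446_c0_seq2 (-1.71 and 2.04). They did not remain for comp10437_c0_seq1 (2.07 and 0.89). Since none of the 3 differences passed the threshold and the regroupings decide nothing, a biological difference in the response to HS with GW is not claimed for any of them.

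The mean expression of cluster 1 fell in every FS sample against F and rose in every FWS sample against FW by the labels, and the 2 changes differed by 1.72 on the log2 scale. This difference was not tested. The same opposite directions appear with the FW and FS labels exchanged, where the changes were -0.49 and 1.23. The cluster was defined by the paper on these samples, and no biological explanation was tested.

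By the labels, 123 transcripts passed FDR below 0.01 in at least 1 contrast and are not in the cluster lists of the paper, 96 of them in FWS/FW and 31 in FWS/F. With exchanged FW and FS labels the number was 33, with 1 in FWS/FW. A candidate explanation for most of the 96 is that the lists were made with the FW and FS conditions assigned the other way, since the paper's LFC had a mean correlation of 0.975 over the contrasts with LFC under the exchange. The exchange leaves the 31 of FWS/F as they are, and no explanation was tested for them. The lists used hold 2291 transcripts against the 2386 DEGs that the paper reports, so that a transcript missing from them may still be among the paper's DEGs.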

How the results depend on the processing

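The settings below were chosen before the data were examined, except the exchange of the FW and FS labels, that exchange with the likelihood ratio test, the omission of the 5 most abundant transcripts, and the newer quasi-likelihood estimate, which were chosen after seeing the data. The cause of each change below was not tested, unless a value is given for it among the other observations.

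With the counts divided by 2, all 22 counts, ratios and z-scores stayed close to their values (for counts, within a factor of 1.5), and all 115 values of named transcripts and gene lists kept their direction and their side of the threshold. With edgeR's own filter, the 21 counts, ratios and z-scores stayed as close, and of the 115 other values 1 no longer passed. The 10 counts with a minimum change of 1 on the log2 scale stayed within the same factor. With the newer quasi-likelihood estimate of edgeR, which an earlier run had used, up-regulated and down-regulated transcripts numbered 347 and 261 in FS/F, 540 and 353 in FWS/FW, 691 and 694 in FWS/F, and 81 and 127 in FW/F. The 5 enrichments of GO terms in clusters kept their direction and their side of an adjusted p of 0.05 with the exact term and with a reference of annotated transcripts. With the exact term, translation in cluster 7 had an adjusted p of 0.0389 in Fisher's exact test, against 5.05e-06 in Fisher's exact test with any term containing translation, and so did not pass 0.01. The 4 z-scores for oxidoreductase activity and O-glycosyl hydrolyzing enzymes kept their sign with the exact term. The separation of the conditions kept the smallest possible p (one-sided exact permutation test, p = 6.49e-05) with the Spearman distance, the 500 most variable transcripts and library size only. At its smallest value, this p cannot show whether the separation became weaker or stronger. The difference itself was 45.2 in the main setting, 46.0 with library size only and 38.7 with the 500 transcripts, which are fewer and so on another scale.

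With the likelihood ratio test, up-regulated transcripts numbered 600 in FS/F, 801 in FWS/FW, 924 in FWS/F and 264 in FW/F, and down-regulated transcripts 477 in FS/F, 601 in FWS/FW, 970 in FWS/F and 384 in FW/F. In all, 2726 transcripts passed in any contrast and 144 transcripts passed for the difference between the HS effects. The z-score was -2.24 for O-glycosyl hydrolyzing enzymes in FW/F, 2.00 for translation factors in FW/F and 2.24 for methyltransferases in FW/F. The enrichment of secreted proteins was 0.955-fold among FW/F down-regulated transcripts. Of the other values, 15 passed the threshold in addition and 2 no longer did.

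With DESeq2 and its size factors, up-regulated transcripts numbered 684 in FS/F, 866 in FWS/FW, 984 in FWS/F and 313 in FW/F, and down-regulated transcripts 543 in FS/F, 630 in FWS/FW, 1081 in FWS/F and 486 in FW/F. In all, 3036 transcripts passed in any contrast and 195 transcripts passed for the difference between the HS effects. The z-score was -2.24 for O-glycosyl hydrolyzing enzymes in FW/F, 2.00 for translation factors in FW/F and 2.24 for methyltransferases in FW/F. Another 19 values passed the threshold in addition and 2 no longer did.

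With an FDR threshold of 0.05, up-regulated transcripts numbered 749 in FS/F, 947 in FWS/FW, 1198 in FWS/F and 403 in FW/F, and down-regulated transcripts 623 in FS/F, 810 in FWS/FW, 1263 in FWS/F and 479 in FW/F. In all, 3477 transcripts passed in any contrast and 66 transcripts passed for the difference between the HS effects.

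With library size only in place of TMM, up-regulated transcripts numbered 882 in FWS/FW, 1065 in FWS/F and 27 in FW/F, and down-regulated transcripts 128 in FS/F, 142 in FWS/FW, 312 in FWS/F and 45 in FW/F. In all, 10 transcripts passed for the difference between the HS effects. The z-score was 1.98 for oxidoreductase activity in FWS/FW and 4.15 for O-glycosyl hydrolyzing enzymes in FWS/FW. The mean log2 cpm changed by -0.998 for cluster 1 in FS/F, 0.85 for cluster 1 in FWS/FW, 0.41 for cluster 1 in FWS/F, 2.24 for cluster 3 in FS/F, 1.71 for cluster 3 in FWS/FW, 1.56 for cluster 3 in FWS/F, 1.27 for cluster 7 in FS/F, 0.18 for cluster 7 in FWS/FW and 1.62 for cluster 7 in FWS/F. The enrichment of secreted proteins was 1.23-fold among FWS/F down-regulated transcripts and 0.429-fold among FW/F up-regulated transcripts. LFC had the opposite sign for comp18638_c0_seq1 in FW/F (0.038) and comp3035_c0_seq2 in FWS/FW (0.19). For the other values, 6 became weaker and 3 stronger.

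With the 5 most abundant transcripts left out and library size only, up-regulated transcripts numbered 39 in FW/F, and down-regulated transcripts 45 in FW/F.

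Without a filter on low counts, up-regulated transcripts numbered 497 in FS/F, 703 in FWS/FW and 131 in FW/F, and down-regulated transcripts 368 in FS/F and 287 in FW/F. In all, 80 transcripts passed for the difference between the HS effects. The z-score was -2.24 for O-glycosyl hydrolyzing enzymes in FW/F and 1.41 for methyltransferases in FW/F. The enrichment of secreted proteins was 1.09-fold among FWS/F down-regulated transcripts. There, 11 other values passed in addition and 2 no longer did.

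With only the samples of each contrast in the fit, up-regulated transcripts numbered 169 in FS/F and 5 in FW/F, and down-regulated transcripts 141 in FS/F, 207 in FWS/FW and 23 in FW/F. The z-score was 0.469 for oxidoreductase activity in FWS/FW. The enrichment of secreted proteins was 1.12-fold among FWS/F down-regulated transcripts and 0-fold among FW/F up-regulated transcripts. The other values that changed were 7 weaker and 1 stronger.

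The replicate block takes the pairing from the labels, and same-numbered samples had a mean correlation of deviations of -0.0334. With the replicate block, up-regulated transcripts numbered 26 in FW/F, and down-regulated transcripts 47 in FW/F. In all, 1 transcript passed for the difference between the HS effects. The enrichment of secreted proteins was 1.04-fold among FWS/F down-regulated transcripts and 0.446-fold among FW/F up-regulated transcripts. The FDR of IRCD in FW/F, 0.0165 without the block, was 0.00732 with it and passed the threshold. Without the block the corresponding counts were 69 and 86 in FW/F and 0 for the difference between the HS effects, where 1273 transcripts had an unadjusted p below 0.05. Of the values of named transcripts and gene lists, that of IRCD in FW/F was the only one that passed in addition, and 6 no longer passed. Named transcripts that no longer passed in FWS/FW were comp7101_c0_seq1 (FDR = 0.0113), comp1851_c0_seq1 (0.0177), comp7071_c0_seq1 (0.0274) and comp13164_c0_seq1 (0.0124). The others were comp9982_c0_seq1 in FWS/F (0.0125) and comp6446_c0_seq1 in FS/F (0.0193).

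With a prior count of 0.5, the mean log2 cpm changed by 0.042 for cluster 1 in FWS/F, 2.20 for cluster 3 in FS/F, 1.52 for cluster 3 in FWS/FW, 1.32 for cluster 3 in FWS/F, 1.09 for cluster 7 in FS/F and 1.28 for cluster 7 in FWS/F. With the median of the transcripts in place of the mean, the mean log2 cpm changed by -1.46 for cluster 1 in FS/F, 0.91 for cluster 7 in FS/F, 1.03 for cluster 7 in FWS/F and 1.16 for cluster 7 in FW/F. With only the transcripts of the enriched cluster, whether or not past the threshold, the z-score was 4.12 for O-glycosyl hydrolyzing enzymes in FWS/FW, 2.24 for translation factors in FW/F, 0.447 for translation factors in FWS/FW, 1.41 for methyltransferases in FW/F and -1.41 for methyltransferases in FWS/FW. With secreted proteins defined by SignalP and no transmembrane helix, the enrichment of secreted proteins was 1.08-fold among FWS/FW down-regulated transcripts, 0.957-fold among FWS/F up-regulated transcripts and 0.825-fold among FW/F up-regulated transcripts.

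With the FW and FS labels exchanged, up-regulated transcripts numbered 69 in FS/F, 49 in FWS/FW and 290 in FW/F, and down-regulated transcripts 86 in FS/F, 52 in FWS/FW and 218 in FW/F. The z-score was 3.15 for O-glycosyl hydrolyzing enzymes in FW/F, 1.00 for translation factors in FWS/FW and 2.00 for methyltransferases in FW/F. The mean log2 cpm changed by -0.49 for cluster 1 in FS/F, 1.23 for cluster 1 in FWS/FW, -1.24 for cluster 1 in FW/F, -0.20 for cluster 3 in FS/F, -0.85 for cluster 3 in FWS/FW, 2.01 for cluster 3 in FW/F, 1.41 for cluster 7 in FS/F, 0.19 for cluster 7 in FWS/FW and 1.02 for cluster 7 in FW/F. The enrichment of secreted proteins was 0.910-fold among FWS/FW up-regulated transcripts and 1.68-fold among FW/F up-regulated transcripts. LFC had the opposite sign for comp7101_c0_seq1 in FW/F (1.49), comp7101_c0_seq1 in FWS/FW (-0.71), comp16237_c0_seq1 in FWS/FW (-1.94), comp7222_c0_seq1 in FWS/FW (-1.04), comp4965_c2_seq1 in FW/F (7.22), comp15147_c0_seq1 in FW/F (2.67), comp2943_c0_seq1 in FW/F (2.47), comp2943_c0_seq1 in FWS/FW (-1.35), comp7123_c0_seq1 in FW/F (3.58), comp7123_c0_seq1 in FWS/FW (-1.75), comp12572_c0_seq1 in FW/F (1.92), comp12572_c0_seq1 in FWS/FW (-0.86), comp7300_c0_seq1 in FWS/FW (-1.18), comp4978_c0_seq2 in FWS/FW (-1.31), comp18638_c0_seq1 in FW/F (2.18), comp6826_c0_seq1 in FW/F (0.86), comp6826_c0_seq1 in FWS/FW (-1.76), comp6659_c0_seq1 in FWS/FW (1.18), comp12473_c0_seq1 in FW/F (-4.24), comp12473_c0_seq1 in FWS/FW (3.13), comp6363_c0_seq1 in FWS/FW (1.44), comp6363_c0_seq1 in FW/F (-1.55), comp23378_c0_seq1 in FWS/FW (3.52), comp23378_c0_seq1 in FW/F (-5.44), comp7071_c0_seq1 in FWS/FW (1.30), comp7071_c0_seq1 in FW/F (-3.05), comp3035_c0_seq2 in FWS/FW (1.73), comp3035_c0_seq2 in FW/F (-1.45), comp8066_c0_seq1 in FW/F (-0.61), comp6465_c0_seq1 in FS/F (-1.12) and comp6465_c0_seq1 in FWS/FW (-1.88). For the other values, 16 became weaker and 19 stronger, and FWS/F and the test of the difference between the HS effects do not depend on this choice.

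With both the exchange and the likelihood ratio test, up-regulated transcripts numbered 183 in FWS/FW, 924 in FWS/F and 600 in FW/F, and down-regulated transcripts 384 in FS/F, 970 in FWS/F and 477 in FW/F. In all, 2495 transcripts passed in any contrast.

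Across the fits that each left out one replicate, 137 to 290 up-regulated and 75 to 205 down-regulated transcripts passed in FS/F, 227 to 454 up-regulated and 99 to 342 down-regulated transcripts passed in FWS/FW, 318 to 533 up-regulated and 277 to 526 down-regulated transcripts passed in FWS/F and 6 to 112 up-regulated and 11 to 101 down-regulated transcripts passed in FW/F. DEGs in any contrast ranged from 899 to 1889, contrast-specific DEGs from 484 to 997, PHI-base DEGs from 15 to 36, and heat-shock and chaperone transcripts past the threshold in any contrast from 8 to 13. For the difference between the HS effects, the number ranged from 0 to 14, and a count of 0 stood beside 1273 transcripts with an unadjusted p below 0.05 in the fit of all samples. The cluster 1 difference in FWS/F ranged from -0.10 to 0.094. Without FW replicate 1, the z-score in FW/F was 1.41 for translation factors and 1.41 for methyltransferases, and the other such fits left 0 of these transcripts past the threshold in FW/F, where 2267 of all tested transcripts had an unadjusted p below 0.05. The enrichment of secreted proteins ranged from 0.784 to 1.16 among FWS/FW down-regulated transcripts, 0.889 to 1.27 among FWS/F down-regulated transcripts and 0 to 1.39 among FW/F up-regulated transcripts. The sign of LFC changed for comp7222_c0_seq1 in FW/F (from -0.047 to 0.67), comp7222_c0_seq1 in FWS/FW (from -0.11 to 0.39), comp11184_c0_seq1 in FW/F (from -0.019 to 0.74), comp18638_c0_seq1 in FW/F (from -0.85 to 0.50), comp8784_c0_seq1 in FWS/FW (from -0.17 to 0.21), comp14342_c0_seq1 in FWS/FW (from -0.15 to 1.04), comp12473_c0_seq1 in FW/F (from -1.40 to 1.54), comp12473_c0_seq1 in FWS/FW (from -1.82 to 0.29), comp8066_c0_seq1 in FWS/FW (from -0.29 to 0.55) and comp2298_c0_seq1 in FW/F (from -0.051 to 0.29), none of which passed the threshold with all samples. Of the 38 values of named transcripts past the threshold with all samples, 17 stayed past it in every such fit and 21 did not, although all of these kept their sign. None of the 6 fits left comp5016_c0_seq3 in FWS/F, comp1851_c0_seq1 in FWS/FW and comp5833_c0_seq1 in FS/F past it. Only 1 of the 6 did so for comp14342_c0_seq1 in FS/F, comp7071_c0_seq1 in FWS/FW, comp13164_c0_seq1 in FWS/FW, comp6446_c0_seq1 in FS/F and comp9982_c0_seq1 in FWS/F. In 4 of the 6 fits, the threshold was not passed by comp5774_c1_seq3 in FS/F, comp7418_c0_seq1 in FWS/FW, comp8243_c0_seq1 in FWS/FW and comp2298_c0_seq1 in FS/F, and in 3 of the 6 not by comp7101_c0_seq1 in FWS/FW and comp5526_c0_seq1 in FWS/FW.

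Depth limits transcripts with few counts. In the smallest library, 3 counts correspond to 0.462 cpm without TMM scaling. Changes in transcripts near this level, such as comp1851_c0_seq1 and comp4965_c2_seq1, rest on samples without counts. In simulated counts with 200 transcripts changed by 2 on the log2 scale in 3 of the samples, the quasi-likelihood test recovered 66.0% of them with 0.750% of its calls false, and the likelihood ratio test recovered 85.5% with 3.93% false. For the difference between the HS effects, the same change was recovered in 6.5% and 43.0% of transcripts, so that a count of 0 there, beside 1273 transcripts with an unadjusted p below 0.05, does not exclude differences of this size.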

Differences from the paper's values

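The comparisons with the paper's values were set before the data were examined, and the exchange of the FW and FS labels, alone or with the likelihood ratio test, was chosen only after the values were seen. By the LR column of its list of LFC values, the paper appears to have used the likelihood ratio test. Counts from the quasi-likelihood test are then set against those of another test.

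In FS/F, 218 transcripts were down-regulated against the paper's 366. A gap in counts is called closed when the ratio to the paper's count stays within the factor stated above for counts. Among the settings chosen beforehand, those that closed the gap in this sense were the likelihood ratio test (477), DESeq2 (543) and no filter on low counts (368). By plain difference, the DESeq2 count lies farther from the paper's 366 than 218 does. In FWS/FW, 453 were up-regulated against the paper's 173, and no setting chosen beforehand closed the gap. In FW/F, 69 were up-regulated against the paper's 565. Among the settings chosen beforehand, only an FDR threshold of 0.05 (403), which is looser than the paper's, closed this gap. Down-regulated transcripts in FW/F numbered 86 against the paper's 424. The likelihood ratio test (384), DESeq2 (486), no filter on low counts (287) and the FDR threshold of 0.05 (479) closed that gap. The looser threshold left the gaps in FS/F (623 down-regulated) and FWS/FW (947 up-regulated) open. For each gap, the settings chosen beforehand that are not named as closing it left it open. Secreted proteins and PHI-base transcripts, compared below, were not counted at the looser threshold. The exchange of the FW and FS labels together with the likelihood ratio test, chosen after seeing the values, closed all 4, with 384 down-regulated in FS/F, 183 up-regulated in FWS/FW, and 600 up-regulated and 477 down-regulated in FW/F. The exchange alone, with the quasi-likelihood test, closed none of them, and it moved away from the paper's values for FS/F up-regulated (69 against the paper's 203), FWS/FW down-regulated (52 against the paper's 233) and DEGs in any contrast (1420 against the paper's 2386), which by the labels were 290, 316 and 1608. With the exchange and the likelihood ratio test together, these numbers were 264, 238 and 2495, in the same order.

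Of the secreted proteins, 43 were up-regulated in FS/F against the paper's 23, and fits with only the samples of the contrast (27) and with the replicate block (33, pairing taken from the labels, with a mean correlation of deviations of -0.0334 between same-numbered samples) closed the gap. In FWS/FW, 53 were up-regulated against the paper's 13, which none of the settings chosen beforehand closed. In FW/F, 7 were up-regulated against the paper's 61, which none of the settings chosen beforehand closed, and the exchange of labels, chosen after seeing the values, gave 43 and closed it. Down-regulated secreted proteins in FW/F numbered 11 against the paper's 47, closed by DESeq2 (37) and by no other setting chosen beforehand. The same exchange, chosen after seeing the values, left the gaps for FS/F up-regulated (7), FWS/FW up-regulated (4) and FW/F down-regulated (28) secreted proteins open. It also opened gaps for those down-regulated in FS/F (11 against the paper's 28, by the labels 28) and in FWS/FW (4 against the paper's 17, by the labels 23). PHI-base transcripts past the threshold numbered 29 of the 44 distinct ones listed, against the paper's 48. The 48 are 25 up-regulated and 23 down-regulated listings, of which 18 and 15 passed, so that part of the gap is one of unit. In distinct transcripts, the likelihood ratio test gave 43, DESeq2 43, no filter on low counts 37 and the exchange alone 25.

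The enrichment of oxidoreductase activity in cluster 1 had an adjusted p of 0.139 in Fisher's exact test against the paper's 0.0012, and that of O-glycosyl hydrolysis in cluster 3 0.00212 against the paper's 2.3e-08, both by Fisher's exact test. Neither gap was closed by the exact GO term or by a reference with at least 1 GO term.

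In FW/F, LFC from the counts differed from the paper's reported LFC for comp18638_c0_seq1 (-0.077 against the paper's 2.18), comp16237_c0_seq1 (1.40 against the paper's 5.42), comp5526_c0_seq1 (5.49 against the paper's 9.16), comp4965_c2_seq1 (-2.64 against the paper's 6.96), comp13568_c0_seq1 (0.82 against the paper's 4.99), comp5761_c0_seq2 (1.10 against the paper's 3.82) and comp13725_c0_seq1 (0.54 against the paper's 3.45). It also differed for comp15147_c0_seq1 (-1.19 against the paper's 2.64), comp2943_c0_seq1 (-1.31 against the paper's 2.53), comp7123_c0_seq1 (-0.42 against the paper's 3.60), comp11184_c0_seq1 (0.35 against the paper's 3.27), comp12572_c0_seq1 (-0.93 against the paper's 1.94), comp7300_c0_seq1 (3.19 against the paper's 5.00) and comp4978_c0_seq2 (1.28 against the paper's 3.34). Further transcripts that differed were comp6826_c0_seq1 (-1.06 against the paper's 0.90), comp12473_c0_seq1 (0.27 against the paper's -4.30), comp6363_c0_seq1 (0.39 against the paper's -1.52), comp23378_c0_seq1 (1.32 against the paper's -5.45), comp7071_c0_seq1 (1.53 against the paper's -2.99), comp3035_c0_seq2 (0.45 against the paper's -1.43) and comp8181_c0_seq1 (0.84 against the paper's 4.22). The remaining ones were comp13164_c0_seq1 (4.73 against the paper's 9.85), comp14342_c0_seq1 (-2.54 against the paper's -3.77) and comp8784_c0_seq1 (-1.08 against the paper's -2.66). None of the settings chosen beforehand closed these gaps. The F samples had no counts of comp5526_c0_seq1 and comp13164_c0_seq1, so that the size of their LFC in FW/F, and of these gaps, is not determined.

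In FWS/FW, LFC from the counts differed from the paper's reported LFC for comp5016_c0_seq3 (-1.43 against the paper's -2.66), comp5774_c1_seq3 (2.69 against the paper's 1.47), comp7418_c0_seq1 (-1.43 against the paper's -0.98), comp6665_c0_seq1 (-0.61 against the paper's -0.85), comp7101_c0_seq1 (1.66 against the paper's -0.70), comp16237_c0_seq1 (2.02 against the paper's -1.90) and comp7222_c0_seq1 (0.092 against the paper's -1.05). It also differed for comp5526_c0_seq1 (4.91 against the paper's 1.49), comp2943_c0_seq1 (2.42 against the paper's -1.38), comp7123_c0_seq1 (2.25 against the paper's -1.76), comp12572_c0_seq1 (1.99 against the paper's -0.83), comp7300_c0_seq1 (0.57 against the paper's -1.20), comp4978_c0_seq2 (0.77 against the paper's -1.27) and comp8784_c0_seq1 (0.025 against the paper's 1.64). Further transcripts that differed were comp14342_c0_seq1 (0.21 against the paper's 1.50), comp6826_c0_seq1 (0.16 against the paper's -1.76), comp6659_c0_seq1 (-0.95 against the paper's 1.17), comp12473_c0_seq1 (-1.37 against the paper's 3.18), comp4276_c0_seq1 (0.69 against the paper's 3.94), comp1851_c0_seq1 (2.61 against the paper's 9.39) and comp6363_c0_seq1 (-0.50 against the paper's 1.38). The remaining ones were comp23378_c0_seq1 (-3.24 against the paper's 3.60), comp7071_c0_seq1 (-3.29 against the paper's 1.28), comp3035_c0_seq2 (-0.17 against the paper's 1.77) and comp8066_c0_seq1 (0.16 against the paper's 2.08). Settings chosen beforehand whose value and error covered the paper's value were DESeq2 (-1.42) for comp5016_c0_seq3, library size only (-1.01) for comp7418_c0_seq1 and likelihood ratio test (-0.61), replicate block (-0.61) and counts divided by 2 (-0.61) for comp6665_c0_seq1, where some values are close to the unaltered fit and only the standard error is larger. The replicate block takes its pairing from the labels, with a mean correlation of deviations of -0.0334 between same-numbered samples. The other gaps were closed by none of the settings chosen beforehand.

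In FS/F, LFC from the counts differed from the paper's reported LFC for comp5016_c0_seq3 (-2.21 against the paper's -3.54), comp5774_c1_seq3 (2.23 against the paper's 1.17), comp7418_c0_seq1 (-1.66 against the paper's -1.20), comp6665_c0_seq1 (-1.03 against the paper's -1.28), comp8784_c0_seq1 (-2.64 against the paper's -1.10), comp14342_c0_seq1 (-3.76 against the paper's -2.55) and comp1851_c0_seq1 (0 against the paper's 6.79). Settings chosen beforehand whose value and error covered the paper's value were replicate block (-3.22) for comp5016_c0_seq3 and library size only (-1.42) for comp7418_c0_seq1. For comp6665_c0_seq1 they were likelihood ratio test (-1.03), no filter on low counts (-1.001) and only the samples of the contrast (-1.02). Some of these values are close to the unaltered fit and only the standard error is larger. For comp1851_c0_seq1, F and FS by the labels had no counts. Its LFC of 0, or 0.027 with the replicate block, is therefore no estimate and decides nothing. The replicate block takes its pairing from the labels, with a mean correlation of deviations of -0.0334 between same-numbered samples. The other gaps were closed by none of the settings chosen beforehand.

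The exchange of the FW and FS labels, chosen after seeing the values, brought all 65 of the 65 named LFC values that were compared within the larger error of the paper's value, against 10 by the labels. By the labels, 26 of the 65 had the opposite sign to the paper's value. The number within the error under the settings chosen beforehand ranged from 10 to 13. The highest, with the replicate block, includes comp1851_c0_seq1 in FS/F, which had no counts to estimate it from.

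Directions and rankings that the paper states also differed by the labels. After FWS/F (1235 transcripts), the contrasts ranked FWS/FW (769), FS/F (508) and FW/F (155), whereas the paper's order is FW/F, FS/F and FWS/FW. The paper states that cluster 1 rises in FWS/F, where the cluster mean changed by -0.00418 on the log2 scale, by 0.41 with library size only and by 0.042 with a prior count of 0.5, so that this difference depends on the settings. The mean also averages opposite changes, with 59 transcripts of the cluster up-regulated and 49 down-regulated. The paper also states that most genes of cluster 3 rise in FW/F and fall in FWS/FW, where the mean changed by -0.20 and 1.36. It states that genes for oxidoreductase activity rise and those for O-glycosyl hydrolyzing enzymes fall after HS, where the z-scores in FWS/FW were -1.63 and 3.13. For oxidoreductase activity the sign was that of the paper with library size only (1.98) and with only the samples of the contrast (0.469). Of the transcripts that the paper describes as raised by GW, LFC in FW/F was negative for the amylase comp7101_c0_seq1 (-0.88), GH16 (-0.93), the endopolygalacturonase comp4965_c2_seq1 (-2.64), the galactanase comp15147_c0_seq1 (-1.19), the C6 transcription factor comp6826_c0_seq1 (-1.06) and HPPD comp18638_c0_seq1 (-0.077). SH, described as raised after HS in GW, had -1.37 in FWS/FW. None of these negative values passed FDR below 0.01. With each sample left out in turn, LFC lay between -0.85 and 0.50 for HPPD and between -1.82 and 0.29 for SH. The value of the endopolygalacturonase rests on 2 counts in 1 F sample. The metalloproteinase comp1851_c0_seq1, described as the most significant rise after HS, had no counts in FS by the labels. The dsba oxidoreductase comp5774_c1_seq3, described as repressed, had 2.23 in FS/F and 3.73 in FWS/F, and the paper's own LFC in FS/F, 1.17, is also positive.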

Other observations

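The tests of the FW and FS exchange, of other exchanges, of all numberings of the replicates, of wall-degrading enzymes by sample label and of the most abundant transcripts were chosen only after the result was seen, and the others before.

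LFC computed by the labels followed the paper's reported LFC in FWS/F but not in the contrasts that involve FW or FS. A hypothesis is that the FW and FS conditions carry opposite names in the sample labels and in the paper's tables. If so, LFC computed with these names exchanged would follow the paper more closely than LFC by the labels. The mean correlation over the 4 contrasts, across transcripts of the part of Additional file 10 used here (219 in FW/F, at least 1972 in the others), which are not independent replicates, was 0.975 under the exchange and 0.607 by the labels. All compared transcripts had the paper's sign under the exchange, against 71.5% in FS/F, 69.8% in FWS/FW and 63.9% in FW/F by the labels. Of the 24 assignments of the condition names, the best of those other than this exchange reached 0.638. A single mislabelled sample is not what the values show, since 0 of the 6 samples labelled FW or FS followed the paper's profile of their own label more closely than that of the other.

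These comparisons do not show whether the sample labels or the paper's tables hold the opposite names, and the 2 sets of marker transcripts do not settle it. Heat-shock transcripts would be raised more in heated samples, and 7 of the 14 heat-shock transcripts were higher in samples labelled FW than FS. These 7 were TCP-1 or cpn60 chaperonins, lhs1 chaperones and 2 other hsp70 proteins, a division by type made after seeing the values. Among the 7 that were higher in FS, LFC in FW/F was -2.34 for hsp98/hsp104, -1.61 for hsp42, -2.76 for the DnaJ family protein, -2.53 for the hsp70-like protein and -1.60 for the hsp90 activator, so that under the exchange HS without GW would lower them, with the DnaJ family protein past the threshold. By the labels their LFC in FS/F was 1.43, 1.23, 1.13, 0.24 and 0.998, none of it past the threshold. The other 2 were chaperonin b, with 1.40 in FS/F and -0.48 in FW/F, and an hsp70 protein (comp28887_c0_seq1), with -0.93 and -2.85, which goes against a rise in FS/F under either assignment. The mean of all 14 was 6.30 ± 0.26 log2 cpm in samples labelled FS (SD, n = 3), 5.37 ± 0.18 in FW and 5.73 ± 0.099 in F (two-sided exact permutation test of FS against FW, p = 0.100, the smallest p possible), which goes with the labels as deposited. In FWS/FW, their median LFC was 1.44 by the labels, with 7 up-regulated, and 0.63 under the exchange, with 2 up-regulated. This also goes with the labels, but 13 of the 14 were positive either way. It rests on the same difference between samples labelled FW and FS. Transcripts for O-glycosyl hydrolyzing enzymes would be raised more by wood if the paper's reading of them is right, and 32 of 36 were higher in samples labelled FS than FW, with a mean of 4.72 ± 0.085 in FS and 2.55 ± 0.077 in FW (exact permutation test, p = 0.100), which goes with the exchange. This list comes from the paper, as do the cluster lists that name the heat-shock transcripts, so that neither is independent of it. The samples labelled FW and FS may therefore be named in either way, and statements about GW alone or HS alone rest on this assignment.

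For each contrast, the 6 samples can be split in 10 ways, and the real split was compared with those that part the same 3 same-numbered pairs. It was 1 of 4 such splits with at least as many transcripts past the threshold in FS/F, FWS/FW, FWS/F and FW/F, and in FWS/FW with exchanged labels, and the other 9 splits gave 0 transcripts past the threshold, with at most 1670 at an unadjusted p below 0.05. The 6 splits that were set aside part only 1 such pair. With 4 splits the share cannot fall below 1 in 4, so that by this comparison alone the counts per contrast cannot be told apart from a chance split, nor does it speak against them. These counts were between 155 and 1235 by the labels. Same-numbered samples had a mean correlation of deviations of -0.0334, and by pair of conditions the mean ranged from -0.180 for F and FW to 0.164 for F and FS, the highest of the 6 possible pairings there, and was -0.0602 for FW and FWS. Over all pairs of conditions, 150 of 216 numberings gave at least as high a mean (one-sided exact permutation test, p = 0.694), which does not exclude pairing between some conditions or for some transcripts. The block took IRCD past the threshold in FW/F (replicate block, FDR = 0.00732, against 0.0165 without it), with the pairing taken from the labels. For the number in any contrast, 1 of 100 assignments of the 4 conditions, the real one, gave as many as 1608, and the highest other was 298. For those in 1 contrast only, it was again 1 of 100, with 844 against 293.

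For the difference between the HS effects, all 32 splits gave at least as many transcripts as the real one, which was bound to be so with 0 past the threshold, beside 1273 with an unadjusted p below 0.05. The highest number was 1535, in the regrouping that turns the difference into the sum of the 2 HS effects. Across transcripts, LFC in FS/F and FWS/FW had a correlation of 0.724 by the labels and 0.408 with the labels exchanged.

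With library size only, FWS/F had 3.41 up-regulated transcripts per down-regulated one. A candidate explanation is a few abundant transcripts, since the most abundant one took 22.6% of the counts in F and 9.26% in FWS, and without the 5 most abundant the ratio was 1.70. This goes part of the way, since the ratio was not brought to balance.

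In Additional file 15, the paper's LFC of comp5761_c0_seq2 in FW/F is 5.67, whereas Additional file 10 gives 3.82, and LFC from the counts with exchanged labels was 3.77 and by the labels 1.10. The values of comp5761_c0_seq2 and comp8847_c0_seq1 are identical in Additional file 15.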
